# Inactivation of mitochondrial MUL1 E3 ubiquitin ligase deregulates mitophagy and prevents diet-induced obesity in mice

**DOI:** 10.3389/fmolb.2024.1397565

**Published:** 2024-04-25

**Authors:** Lucia Cilenti, Jacopo Di Gregorio, Rohit Mahar, Fei Liu, Camilla T. Ambivero, Muthu Periasamy, Matthew E. Merritt, Antonis S. Zervos

**Keywords:** MUL1, SCD1, lipogenesis, obesity, mitophagy

## Abstract

Obesity is a growing epidemic affecting millions of people worldwide and a major risk factor for a multitude of chronic diseases and premature mortality. Accumulating evidence suggests that mitochondria have a profound role in diet-induced obesity and the associated metabolic changes, but the molecular mechanisms linking mitochondria to obesity remain poorly understood. Our studies have identified a new function for mitochondrial MUL1 E3 ubiquitin ligase, a protein known to regulate mitochondrial dynamics and mitophagy, in the control of energy metabolism and lipogenesis. Genetic deletion of *Mul1* in mice impedes mitophagy and presents a metabolic phenotype that is resistant to high-fat diet (HFD)-induced obesity and metabolic syndrome. Several metabolic and lipidomic pathways are perturbed in the liver and white adipose tissue (WAT) of *Mul1(−/−)* animals on HFD, including the one driven by Stearoyl-CoA Desaturase 1 (SCD1), a pivotal regulator of lipid metabolism and obesity. In addition, key enzymes crucial for lipogenesis and fatty acid oxidation such as ACC1, FASN, AMPK, and CPT1 are also modulated in the absence of MUL1. The concerted action of these enzymes, in the absence of MUL1, results in diminished fat storage and heightened fatty acid oxidation. Our findings underscore the significance of MUL1-mediated mitophagy in regulating lipogenesis and adiposity, particularly in the context of HFD. Consequently, our data advocate the potential of MUL1 as a therapeutic target for drug development in the treatment of obesity, insulin resistance, NAFLD, and cardiometabolic diseases.

## 1 Introduction

The primary function of mitochondrial metabolism is to provide ATP, through oxidative phosphorylation (OXPHOS) and to support the energy demand of the cells (Devin and Rigoulet, 2007; Yoboue et al., 2014). In addition, mitochondria play a major role in the biosynthesis of precursors used for macromolecules such as lipids, proteins, DNA, and RNA. These bioenergetic and biosynthetic functions of mitochondria are regulated and adjusted in response to changes in the cellular environment (Spinelli and Haigis, 2018). The regulation of mitochondrial metabolism involves numerous proteins with diverse functions as well as effective communication between mitochondria with the rest of the cell. MUL1 (also known as Mulan, MAPL, GIDE, and HADES) is one of the three mitochondrial E3 ubiquitin ligases, alongside March5 and RNF185 (Li et al., 2008; Zhang et al., 2008; Braschi et al., 2009; Jung et al., 2011; Tang et al., 2011). MUL1 is located on the outer mitochondrial membrane (OMM) and its function has been implicated in various cellular processes such as mitophagy, cell death, mitochondrial dynamics, and innate immune response (Jenkins et al., 2013; Ambivero et al., 2014; Cilenti et al., 2014; Prudent et al., 2015; Ni et al., 2017; Puri et al., 2020; Calle et al., 2022). MUL1 can perform K48- and K63-ubiquitination, as well as SUMOylation, targeting specific substrates located in the OMM or the vicinity of the mitochondria (Scorrano and Liu, 2009; Prudent et al., 2015; Doiron et al., 2017; Ni et al., 2017; Barry et al., 2018; Cilenti et al., 2020). Our previous studies, using HEK293 and HeLa cell lines, revealed a novel function of MUL1 in the regulation of mitochondrial metabolic homeostasis, where *Mul1* deletion affects mitochondrial respiration and lipid metabolism (Cilenti et al., 2020; Di Gregorio et al., 2021; Cilenti et al., 2022). In our present study, we investigate the role of MUL1 in obesity and mitochondrial metabolism using mice with a whole-body inactivation of the *Mul1* gene *(Mul1(−/−)*) (Goyon et al., 2023). *Mul1(−/−)* animals kept on a normal chow diet (ND) exhibit impaired mitophagy, and are slightly smaller and leaner than wildtype littermates, yet developmentally normal. Upon placement on a high-fat diet (HFD), MUL1 protein expression is induced in the liver and white adipose tissue (WAT) of wild-type *Mul1(+/+)* animals. The absence of MUL1 expression in *Mul1(−/−)* mice on HFD causes increased metabolic rate, reduced lipogenesis, and robust resistance to obesity. Using metabolomic, lipidomic, as well as transcriptomic analysis we identified metabolic pathways involved in lipogenesis, and β-oxidation that are affected by MUL1. Similar data were obtained when a human liver cell line that lacks *Mul1* expression, HepG2 *Mul1(−/−),* was also used. HepG2 *Mul1(−/−)* cells have deregulated mitophagy and reduced lipid accumulation. Our studies suggest that the induction of MUL1 protein during conditions of nutritional overload is necessary, and essential for fat accumulation and the obesity that follows in mice. Inactivation of *Mul1* affects the regulation of lipogenesis and mitochondrial metabolism in a process linked to increased reactive oxygen species (ROS) and dysfunctional mitophagy. These findings underscore a novel role for MUL1 ligase in the regulation of obesity and support the hypothesis that mitochondrial deregulation profoundly impacts adiposity and systemic metabolism. Overall, our studies implicate MUL1 as a promising therapeutic target for the development of interventions aimed at combating obesity and associated metabolic diseases.

## 2 Materials and methods

### 2.1 Animal studies

Male and female wild-type, *Mul1(+/+)* mice, as well as whole-body *Mul1* deficient, *Mul1(−/−)* mice, were used throughout our studies. *Mul1(−/−)* mice have been described (Goyon et al., 2023) and were generously provided by Dr. Heidi McBride, McGill University, Montreal, Quebec Canada. *Mul1(−/−)* mice were obtained by breeding heterozygous *Mul1(+/−)* animals. All animals were maintained at 22°C ± 1°C with a 12-h light-dark cycle and given free access to food and water. For the HFD experiments mice at 8 weeks of age were divided into two groups, each group was composed of six to eight animals. The normal diet (ND) group was maintained for 16 weeks on a diet where 18% of the calories were derived from fat, whereas in the HFD 60% of calories were obtained from fat (Research Diets D12492). Animal body weight was monitored every 2 weeks during the HFD period. After 16 weeks, the animals were used for glucose and insulin tests and subsequently euthanized, liver and fat tissues were collected and used for histology, LC-MS metabolomics, global lipidomic, mRNA sequencing, and Western blot analysis. All experimental protocols were conducted in compliance with animal procedures and approved by the University of Central Florida Institutional Animal Care and Use Committee (IACUC).

### 2.2 Glucose and insulin tolerance test

Glucose tolerance test (GTT) and insulin tolerance test (ITT) were performed on *Mul1(+/+)* and *Mul1(−/−)* mice that were maintained for 16 weeks on HFD or ND. Animals were fasted for either 16 h (GTT) or 6 h (ITT). For the GTT test, mice were intraperitoneally (i.p.) injected with glucose in PBS at a dose of 1 g/kg body weight (BW). Blood glucose levels were measured before injection and at various time points up to 2 h using the Easy Touch glucose monitoring system. For ITT, animals were i. p. injected with insulin (Novolin R U-100 Thermo Fisher Scientific) at a dose of 1 IU/kg BW. Blood glucose was measured every 15 min for up to 2 h as described above.

### 2.3 Liver histology

Liver tissue obtained from *Mul1(+/+)* and *Mul1(−/−)* mice kept on an HFD for 16 weeks, was stained with hematoxylin and eosin (H&E) or Oil Red O (ORO) as previously described (Johnson et al., 2012). Briefly, liver and iWAT tissues from mice were fixed overnight in 10% neutral formalin and embedded in paraffin. Paraffin-embedded liver and iWAT tissues were cut into sections and stained with H&E for assessment of liver or fat histology. For the ORO staining, freshly frozen liver tissues were embedded in Tissue-Tek OCT in a cryostat mold. The sections were then stained with ORO to monitor the lipid accumulation (Mehlem et al., 2013).

### 2.4 Generation of HepG2 *Mul1(−/−) cell line* using CRISPR/Cas9

MUL1 was inactivated in the human liver cell line, HepG2, using CRISPR-Cas9 genome editing. Briefly, a specific *Mul1* target sequence 5′–GCC​GCC​GTC​ATG​GAG​AGC​GG–3′ in exon one was cloned in the pSpCas9(BB)-2A-Puro vector (Addgene plasmid PX459) as previously described (Ran et al., 2013; Chean et al., 2021). The resulting vectors (PX459-*Mul1-target*) and the empty PX459 control vector were transfected into HepG2, and transfected cells were enriched by puromycin selection. The specific clones were expanded and MUL1 protein expression was monitored by Western blot analysis. Genomic DNA was isolated from single clones and used for PCR amplification and DNA sequencing to verify the deletion of the target sequence surrounding exon one of the *Mul1* gene. Several independent knockout clones, HepG2 Mul1*(−/−)*, and wildtype HepG2 MUL1 (+/+) clones were selected for further experiments.

### 2.5 Confocal microscopy

Equal numbers of HepG2 *Mul1(+/+)* and HepG2 *Mul1(−/−)* cells were seeded on glass coverslips in 12-well plates. At about 80% confluency cells were treated with CCCP (10 or 20 μM) or DMSO control for 4 h. LysoTracker-Red and MitoTracker-Green were used to stain the cells to assess mitophagy, where depolarized mitochondria co-localize with autophagosomes. LysoTracker-Red probe was used to label and track acidic organelles in living cells including lysosomes and autophagosomes (Rodriguez-Enriquez et al., 2006; Rodriguez-Enriquez et al., 2009). HepG2 *Mul1(+/+)* and HepG2 *Mul1(−/−)* cells were also used to induce lipid droplet accumulation and exposed to 300 or 600 μM oleic acid (OA) conjugated to fatty acid-free bovine serum albumin (BSA), for 15 h, as previously described (Grunig et al., 2018; Eynaudi et al., 2021). Cells treated with BSA were used as controls. Cell fluorescence was imaged using a TCS SP5 II confocal laser-scanning microscope (Leica).

### 2.6 SDS-PAGE and western blot analysis

Mouse liver or iWAT tissues were homogenized using a Triton X-100 based lysis buffer (1% Triton X-100, 10% glycerol, 150 mM NaCl, 20 mM Tris pH 7.5, 2 mM EDTA) in the presence of protease inhibitors tablets (Thermo Fisher Scientific). Approximately 40 μg of whole tissue extract was resuspended in SDS sample buffer, boiled for 5 min and the proteins resolved by SDS-PAGE. They were then transferred onto PVDF Immobilon membranes (Millipore) using a semi-dry cell transfer blot (Bio-Rad) and placed in 4% nonfat dry milk in TBST buffer (25 mM Tris-HCl pH 8.0, 125 mM NaCl, 0.1% Tween 20) to block nonspecific binding of the membrane. The membranes were incubated with the indicated primary antibodies: MUL1, rabbit polyclonal antibodies (SIGMA), SCD1, CPT1, LC3, P62, PPARα, and PGC1α (ProteinTech), AMPK, pAMPK, ACC1, pACC1 (Cell Signaling Technology), FASN (ABclonal) β-actin, GAPDH and HSP90 (Santa Cruz Biotechnology). Secondary peroxidase-conjugated goat anti-rabbit or goat anti-mouse antibodies (Jackson ImmunoResearch) were used at 1:10,000 dilution; the membrane was then visualized by enhanced chemiluminescence (ECL) (Thermo Fisher Scientific).

### 2.7 Oxidative stress

H_2_O_2_ treatment, (200 or 300 μM) for 8 h, was used to induce oxidative stress. An equal number of cells (1 × 10^5^) was used in experiments to monitor superoxide and reactive oxygen species (ROS) production, using MitoSOX superoxide indicator as previously described (Kauffman et al., 2016). Briefly, cells were washed in cPBS (PBS with the addition of 0.5 mM of CaCl_2_, 0.5 mM MgCl_2_, and 0.1% Glucose). Cells were resuspended in 100 μL of cPBS containing 1 μM of MitoSOX-Red and incubated at 37°C for 30 min followed by a final wash and flow cytometric analysis (Kauffman et al., 2016; Di Gregorio et al., 2021).

### 2.8 Indirect calorimetry measurements

The indirect calorimetry cage system (Promethion Sable Systems International) was used to measure oxygen consumption, CO_2_ emission, energy expenditure, food intake, water consumption, locomotor activity, and animal weight. The software captures metabolic parameters in each cage every 5 min. Mice were weighed and then individually housed in cages for 6 days. Animals were first acclimated to the cages for 1 day before experimental data were collected for 96 h. Mice were maintained on a 12-h/12-h light/dark cycle and had free access to food and water for the duration of the experiment. Data were analyzed using CalR, a web-based analysis tool of indirect calorimetry to measure physiological energy balance (Mina et al., 2018; Corrigan et al., 2020).

### 2.9 LC-MS analysis of mouse liver

Liver tissue from *Mul1(+/+)* and *Mul1(−/−)* mice on HFD were subjected to the Folch extraction to separate lipids and polar metabolites. Polar metabolites were analyzed on Thermo Q-Exactive Orbitrap mass spectrometer equipped with UHPLC. Samples were analyzed in positive and negative modes using a heated electrospray ionization (HESI) source. Data were analyzed with MZmine and features were aligned for identification across samples. The metabolites were searched against the Southeastern Center for Integrated Metabolomics (SECIM) metabolite library using retention time and corresponding mass spectral data. Lipids isolated from Folch extraction procedure were also analyzed by the same instrument. Lipidomic data were analyzed using the LipidMatch software and identified lipid entities were exported in a tabular form (Koelmel et al., 2017; Cilenti et al., 2022).

### 2.10 Metabolomics analysis

The intensity of metabolites was normalized by the weight of the liver tissue used in the extraction of metabolites. MetaboAnalyst (https://www.metaboanalyst.ca) was utilized for metabolomics and joint metabolic pathway analysis of genes and metabolites. Fold-change normalized LC-MS data was imported into MetaboAnalyst software for statistical analysis. Joint metabolic pathway analysis was performed with uniport protein ID and HMDB ID of gene and metabolites, respectively. The fold change of genes and metabolites between the *Mul1(−/−)* and *Mul1(+/+)* HFD-liver was used to perform joint metabolic pathway analysis. The metabolomics panel of significantly different metabolites between *Mul1(+/+)* HFD-liver and *Mul1(−/−)* HFD-liver was identified via *t*-test in MetaboAnalyst (Chong et al., 2019).

### 2.11 Lipidomic analysis

The profiling of lipids was carried out using the normalized individual lipid to the liver tissue weight utilized for each sample. The top 10 most abundant lipids in each class are displayed and expressed as mean ± S.D. (n = 4). Enrichment analysis between *Mul1(+/+)* HFD-liver and *Mul1(−/−)* HFD-liver in the ranking mode by lipid ontology (LION) interface was used to search for significantly different lipids (Molenaar et al., 2019). The cut-off value of significantly up-or downregulated lipids in *Mul1(−/−)* HFD-liver concerning *Mul1(+/+)* HFD-liver (*p* < 0.05) was determined and the data represented as −log FDR *q*-values.

### 2.12 RNA sequencing analysis

Standard RNA-sequencing for gene profiling expression of protein-coding sequences (mRNA) was performed using liver tissues from *Mul1(+/+)* and *Mul1(−/−)* mice on HFD (*n* =3 per group). Approximately 100 mg of tissue was used for cDNA library construction, DNA sequencing, and data analysis (GENEWIZ Azenta Life Sciences). Using DESeq2, a comparison of gene expression between the defined groups of samples was performed. The Wald test was used to generate *p*-values and log2 fold changes. Genes with an adjusted *p*-value <0.01 *(p* < 0.01) and absolute log2 fold change >1 were labeled as differentially expressed genes. Significantly differentially expressed genes were clustered by their gene ontology and the enrichment of gene ontology terms was tested using Fisher exact test. Heatmaps of the top fifty, as well as genes specifically involved in fatty acid metabolism, lipid, and phospholipid biosynthesis metabolomic processes, were analyzed using RStudio. The differentially expressed genes involved in fatty acids biosynthesis and metabolism were used to generate a heatmap using the Heatmap2 software (Chen et al., 2016).

### 2.13 Statistical analysis

All quantitative data are expressed as mean ± S.D. of three or four independent experiments. Following Western blot analysis, the optical densities of blot bands were determined using ImageJ software. The protein/housekeeping ratio was obtained based on the densitometry data. The difference among groups was analyzed by one-tailed Student’s t-test as well as two-tailed with Welch’s correction. A value of *p* ≤ 0.05 was considered significant. Metabolic rate analysis was performed using CalR software and the *p*-value of factors was analyzed with ANOVA and GLM. For metabolomic data analysis (LC-MS metabolomic, lipidomic) as well as RNA-seq a value of *p* ≤ 0.05 was considered significant.

## 3 Results

### 3.1 Genetic ablation of *Mul1* in mice confers resistance to HFD-induced obesity

Our recent studies, using human cell lines HEK293 and HeLa, have identified a new role for MUL1 ligase in the regulation of mitochondrial metabolism (Cilenti et al., 2020; Di Gregorio et al., 2021; Cilenti et al., 2022). In the present study, we investigated whether whole-body inactivation of *Mul1* can affect the metabolism of the animals. *Mul1(−/−)* mice maintained on regular chow (ND) are slightly smaller, leaner (Supplementary Figure S1A), and have improved glucose tolerance and better insulin sensitivity than their wild-type *Mul1(+/+)* littermates (Supplementary Figure S1B *p* < 0.05). We monitored the effect of HFD on the lipogenesis and adiposity of *Mul1(−/−)* mice. Following 16 weeks of HFD, wild-type, *Mul1(+/+)* animals, exhibited all the symptoms of HFD-induced obesity including a significant increase in body weight (Figures 1A, B). On the contrary, *Mul1(−/−)* animals showed resistance to HFD-induced obesity with very little increase in body weight (Figure 1B) (*p* < 0.05 for the first 10 weeks or *p* < 0.01 from week 10–16). This effect was manifested in both male and female mice (Figures 1A, B). Glucose tolerance and insulin resistance were also monitored in both *Mul1(−/−)* and *Mul1(+/+)* animals on HFD. Figures 1C, D show that *Mul1(+/+)* mice exhibited glucose intolerance and insulin resistance that is typically associated with obesity (*p* < 0.01 GTT or *p* < 0.05 ITT). These conditions were not present in *Mul1(−/−)* animals that had improved glucose tolerance and better insulin sensitivity (Figures 1C, D). Since hepatic steatosis is a key feature of obesity, we compared liver sections from *Mul1(+/+)* and *Mul1(−/−)* animals stained with H&E. Figure 1E (top panel) shows *Mul1(+/+)* mice exhibit clear signs of steatosis characterized by hepatocyte ballooning and accumulation of vacuoles. This steatosis phenotype was absent in *Mul1(−/−)* animals. In addition, Oil Red O staining of liver tissue shows that *Mul1(−/−)* mice have a marked reduction in lipid accumulation compared to *Mul1(+/+)* animals (Figure 1E, lower panel). *Mul1(−/−)* mice displayed a marked reduction in all fat depots including inguinal (iWAT), subcutaneous (sWAT), and mesenteric (mWAT) tissues (Figure 1F). Moreover, there is a significant reduction in adipocyte size between the *Mul1(+/+)* and *Mul1(−/−) *mice on HFD (Figure 1G).

**FIGURE 1:**
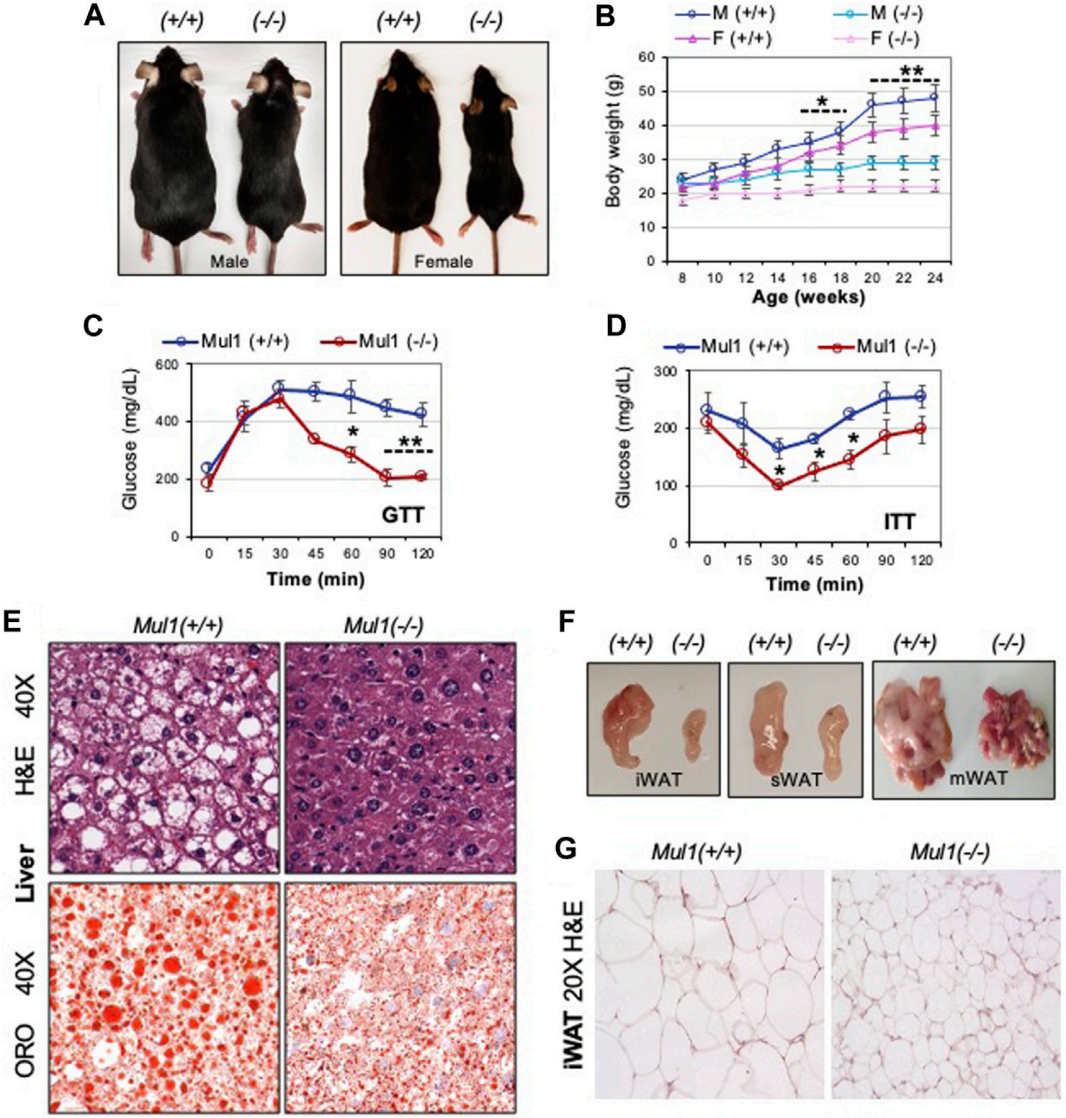
*Mul1(−/−)* mice are protected against HFD-induced obesity. **(A)** Representative images of *Mul1(+/+)* and *Mul1(−/−)* male and female mice on HFD to highlight the size difference between these animals. **(B)** Body weight of *Mul1(+/+)* and *Mul1(−/−)* mice. Male and female animals (n = 8) were monitored every 2 weeks during the HFD. **(C)** Glucose tolerance test (GTT) and **(D)** insulin tolerance test (ITT) was performed on male mice on HFD (n = 5). **(E)** Hematoxylin and eosin (H&E) and Oil red O (ORO) staining of HFD-liver tissues. **(F)** Representative images comparing the different adipose tissue depots between the *Mul1(+/+)* and *Mul1(−/−) *mice on HFD: inguinal (iWAT), subcutaneous (sWAT), and mesenteric (mWAT). **(G)** H&E-stained sections of HFD-iWAT from *Mul1(+/+)* and *Mul1(−/−)* animals. All data are presented as the mean of individuals in each group ±S.D. of three independent experiments, *p < 0.05 and **p < 0.01, *Mul1(+/+)* vs*. Mul1(−/−).*

### 3.2 Inactivation of Mul1 impairs mitophagy in HepG2 cells and mice

We created HepG2 *Mul1(−/−)* cells using CRISPR-Cas9 as described in Methods, and the degree of mitophagy was monitored and compared to HepG2 *Mul1(+/+)* control. Mitophagy was induced using CCCP followed by MitoTracker-Green and LysoTracker-Red staining. Figure 2A shows representative cell images of the colocalization of mitochondria with lysosomes. Based on the number of mito-lysosomes per cell, mitophagy is significantly reduced in HepG2 *Mul1(−/−)* cells (Figure 2B) (*p* < 0.027). In addition, the protein level of p62 and the conversion of LC3B I to LC3B II were also monitored by Western blot analysis using the CCCP mitophagy inducer or the 3-MA mitophagy inhibitor. Figures 2C, D clearly show that HepG2 *Mul1(−/−)* have impaired mitophagy compared to HepG2 *Mul1(+/+)* cells and 3-MA treatment of HepG2 *Mul1(−/−)* cells decreases mitophagy even further (as seen by additional p62 accumulation) (*p* < 0.034) and reduced LC3B II/LC3 I ratio (*p* < 0.05). This result suggests that, in the absence of MUL1 expression, mitophagy is significantly impaired but not eliminated. A MUL1-independent mechanism probably regulates this residual mitophagy and might be necessary for cell survival. We also investigated the state of mitophagy in the liver of *Mul1(+/+)* and *Mul1(−/−)* mice maintained on normal (ND) or high-fat diet (HFD). Figures 2E, F show that mitophagy is also impaired in the liver of *Mul1(−/−)* mice on ND as well as on HFD with accumulation of p62 (*p* < 0.0147) and reduced LC3B II/LC3 I conversion (*p* < 0.02). Figure 2G shows that HepG2 *Mul1(−/−)* cells treated with various concentrations of H_2_O_2_ accumulate higher levels of ROS than HepG2 *Mul1(+/+)* cells (*p* < 0.03).

**FIGURE 2:**
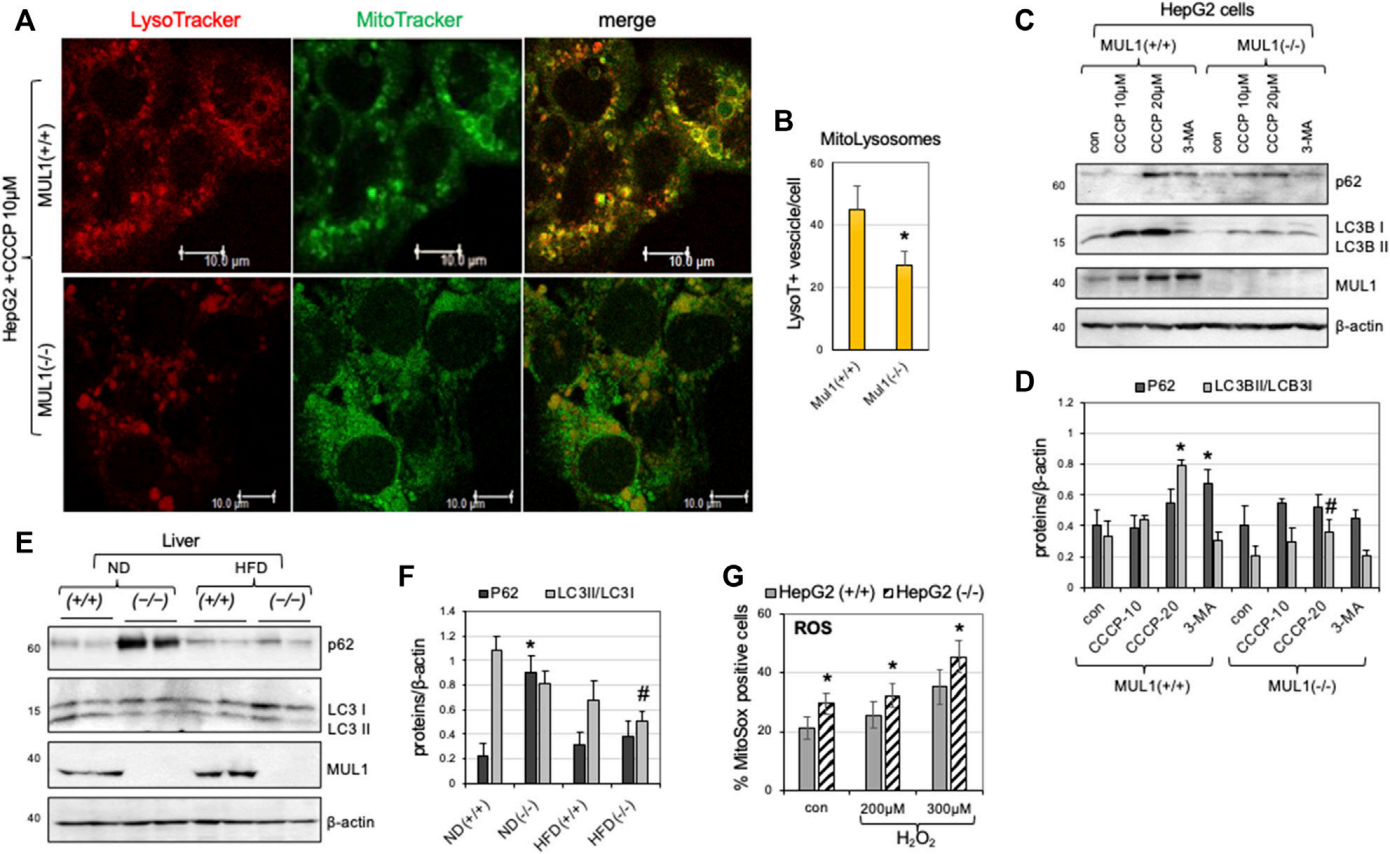
Impaired mitophagy in the absence of MUL1 expression. **(A)** Confocal images of HepG2 *Mul1(+/+)* and *Mul1(−/−)* cells treated with CCCP followed by staining with MitoTracker-Green and LysoTracker-Red. **(B)** Quantification of mitophagy is expressed as the number of LysoTraker positive dots that colocalize with Mito-Tracker (mito-lysosomes) *p ≤ 0.027. **(C)** Western blot analysis to monitor the expression of mitophagy-related proteins p62, LC3B I, and LC3B II in HepG2 *Mul1(+/+)* and *Mul1(−/−)* cells. CCCP was used as an inducer and 3-MA as an inhibitor of mitophagy. **(D)** Densitometric measurement of p62 and LC3B II/LC3BI ratio proteins level normalized to β-actin. *p ≤ 0.034 vs. con *Mul1(+/+);* #*p* ≤ 0.05 vs. *Mul1(+/+)* CCCP-20. **(E)** Western blot analysis of p62, LC3B I, LC3B II, and MUL1 proteins of liver extracts obtained from *Mul1(+/+)* and *Mul1(−/−)* mice maintained on ND or HFD. **(F)** Densitometric analysis of the P62 and LC3B II/LC3BI ratio protein level from **(E)** normalized to β-actin. *p ≤ 0.0147 vs. ND (+/+); #*p* ≤ 0.02 vs. ND (+/+). **(G)** The amount of ROS production (control and H_2_O_2_ treated HepG2 *Mul1(+/+)* and *Mul1(−/−)* cells) was monitored using MitoSOX and flow cytometry. *p ≤ 0.03 vs*.* HepG2 (+/+). All values are expressed as means ± S.D. of four independent experiments.

### 3.3 *Mul1(−/−)* mice have increased energy expenditure

To investigate the mechanism by which MUL1 regulates metabolism, we performed indirect calorimetry using *Mul1(−/−)* mice on ND or HFD. *Mul1(−/−)* mice on ND exhibited a significant increase in oxygen consumption as well as energy expenditure compared to *Mul1(+/+)* animals, particularly during the dark cycle (Figures 3A, B) (*p* < 0.05), but only a small difference in the body weight (Figure 3C). The difference in oxygen consumption and energy expenditure between the *Mul1(+/+)* and *Mul1(−/−)* mice was even more pronounced when animals were placed on HFD (Figures 3D, E) (*p* < 0.05). Additionally, *Mul1(−/−)* mice had significantly higher food consumption (Figure 3F) (*p* < 0.05), and activity (locomotion) (Figure 3G) (*p* < 0.01). Figure 3H shows the average body weight of the animals following the HFD experiment (n = 5) which highlights the significant resistance of *Mul1(−/−)* mice to diet-induced obesity (*p* < 0.001).

**FIGURE 3:**
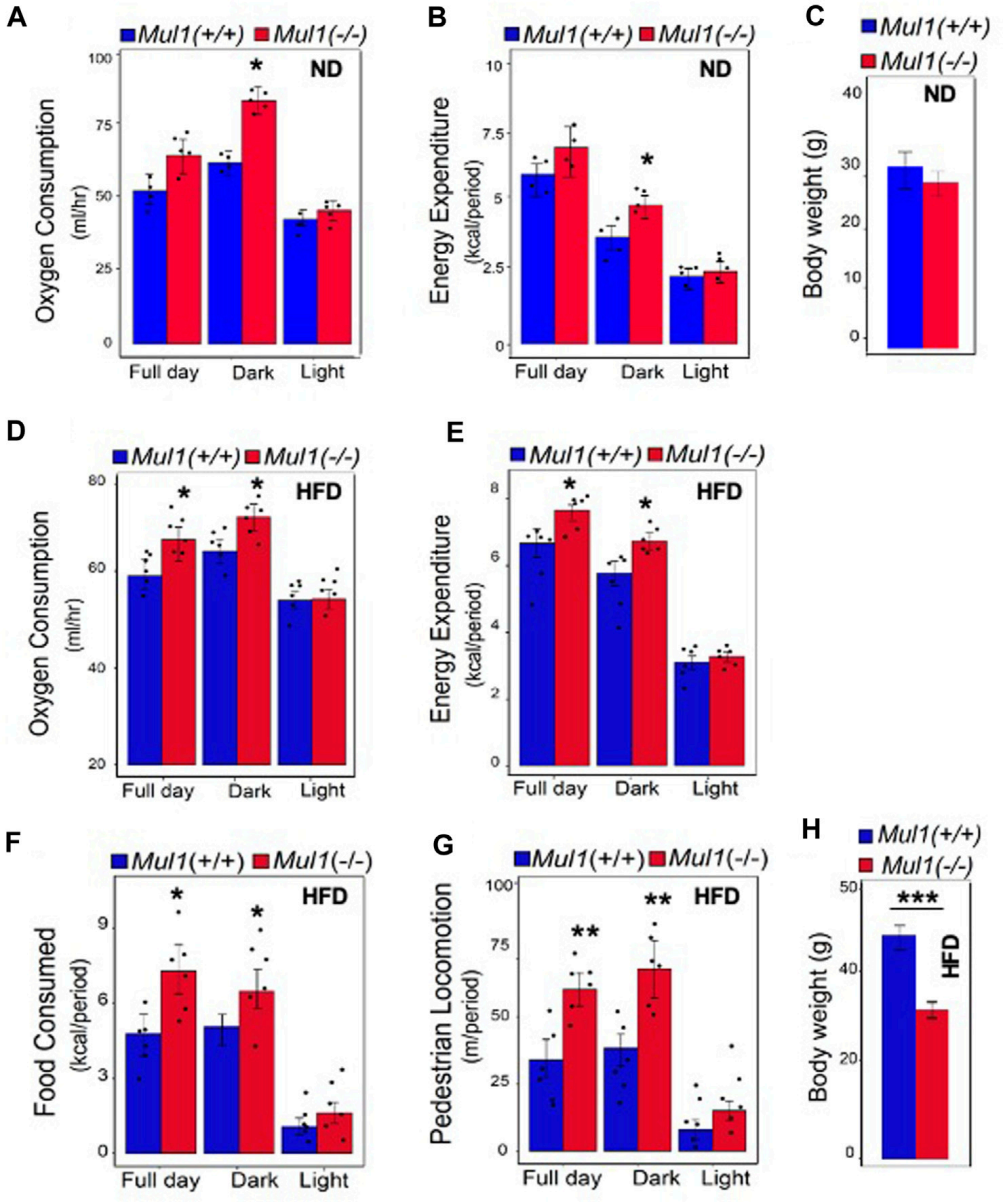
*Mul1(−/−)* mice on HFD have increased respiration and energy expenditure. Mice were individually housed in Promethion system metabolic cages at 22°C for 6 days for data collection. Animal groups (n = 5 per group) were maintained on ND or HFD as indicated, throughout the assay. Representative data were collected over 48 h (dark/light cycle). Animals maintained on ND: **(A)** Oxygen consumption plot bar, **(B)** energy expenditure plot bar, **(C)** body weight of *Mul1(+/+) and Mul1(−/−)* mice. Animals maintained on HFD: **(D)** Oxygen consumption plot bar, **(E)** energy expenditure plot bar, **(F)** Average food intake, **(G)** activity measured by pedestrian locomotion, and **(H)** body weight measurement corresponding to the *Mul1(+/+) and Mul1(−/−)* animals. Data are presented as mean value ±S.D. (n = 5 per group). Data analysis was performed using CalR software over 48 h (full day, dark, light). The *p*-value of factors was analyzed with ANOVA and GLM. *p < 0.05, **p < 0.01 and ***p < 0.001 vs*. Mul1(+/+).*

### 3.4 Global metabolomic analysis of *Mul1(+/+)* and *Mul1(−/−)* mouse liver on HFD

The effect of the *Mul1* inactivation on the metabolic homeostasis in the liver of mice on HFD was investigated using LC-MS global metabolomics. The unsupervised principal component analysis (PCA) scores plots show clear separation in the metabolic profile between *Mul1(+/+)* and *Mul1(−/−)* HFD-liver in LC-MS positive ion mode (Figures 4A, B). The supervised partial least squares discriminant analysis (PLS-DA) model was used to predict the classes of samples and maximize the separation between groups. The PLS-DA variable importance projection (VIP) scores plot from LC-MS positive mode identified a large group of metabolites that showed differences between *Mul1(+/+)* and *Mul1(−/−)* HFD-liver (Figure 4C). The VIP scores plot identified metabolites such as acetylcitrulline, α-aminoadipate, propanoylcarnitine, adenine, D-glucosamine, cytosine, and guanidinoacetate, that were found to be significantly higher in the liver of *Mul1(−/−)* on HFD. In contrast, lactic acid, hippurate, 6C-sugar alcohol, and glycerol 3-phosphate were lower in *Mul1(−/−)* liver. Similarly, LC-MS negative mode data also showed separation in PCA and PLS-DA models (Figures 4D, E). The PLS-DA VIP scores plot showed that metabolites such as pyruvate, malate, histidine, xanthine, and tryptophan were higher in *Mul1(−/−)* HFD-liver than *Mul1(+/+)*. Metabolites such as glutathione, sucrose, raffinose, and glycerol 2-phosphate were higher in *Mul1(+/+)* (Figure 4F). The semiquantitative readout levels demonstrate the number of significantly different metabolites that drive the PLS-DA classifications (Figures 4G, H) (*p* < 0.05).

**FIGURE 4:**
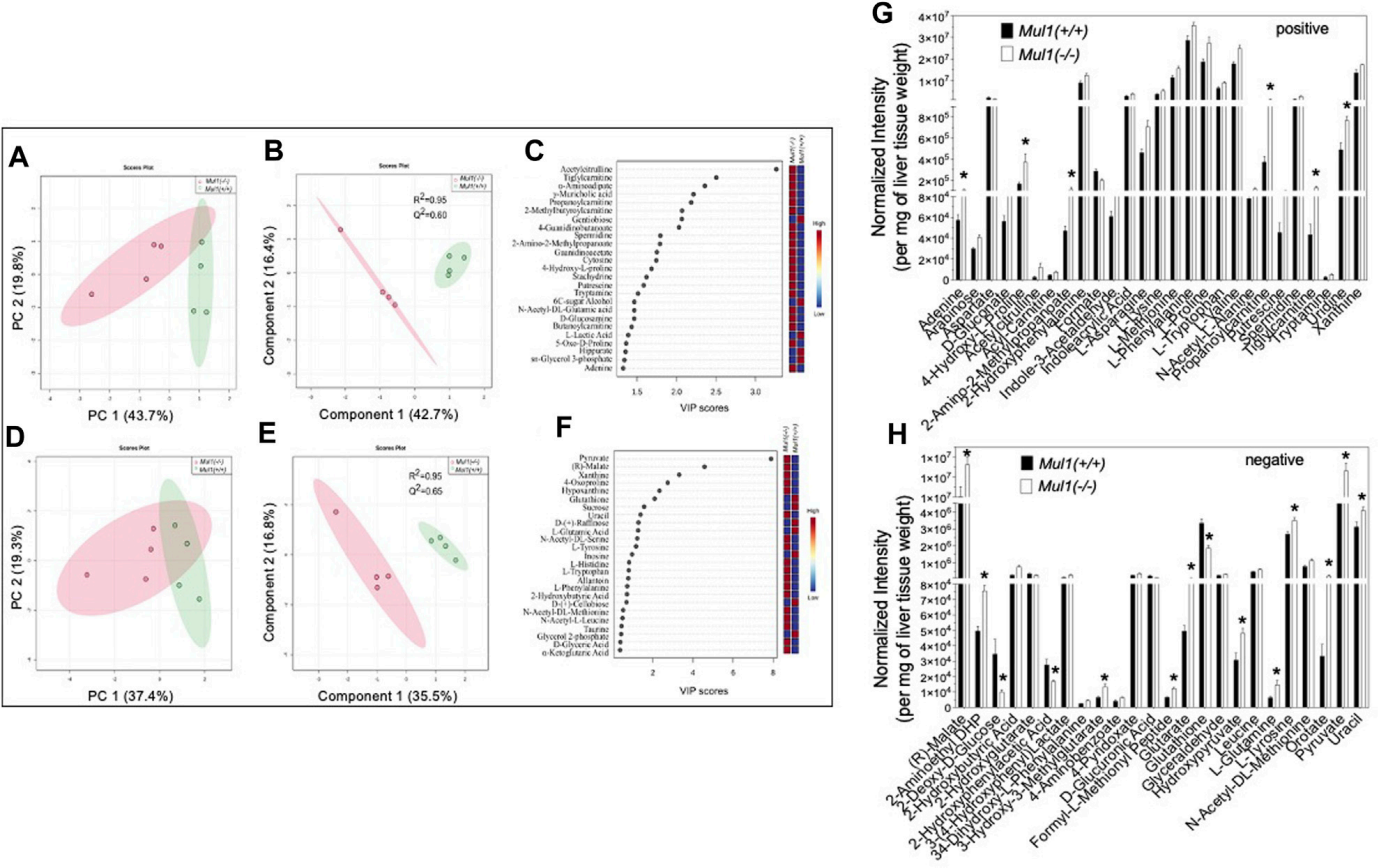
Metabolomic analysis of *Mul1(−/−)* mouse liver on HFD. **(A)** and **(D)**, Score plots of principal component analysis (PCA) from LC-MS data of positive and negative ion modes, respectively. The amount of variance explained is shown in parentheses on each axis and the shaded area indicates the 95% confidence region. **(B)** and **(E)** Scores plots of partial least squares discriminant analysis (PLS-DA) from similar datasets and the amount of variance is displayed in parentheses on each axis and the shaded areas indicate the 95% confidence regions based on the data points for each group in PLS-DA models. **(C)** and **(F)**. Variable importance in projection (VIP) scores plot derived from PLS-DA model **(B)** and **(E)**, respectively. VIP scores plots from PLS-DA models demonstrated the differences in the level of the top 25 metabolites between *Mul1(+/+)* and *Mul1(−/−)* liver. Bar diagram demonstrating the levels of significantly different metabolites between the liver of *Mul1(+/+)* and *Mul1(−/−)* animals on HFD (n = 4 per group). **(G)** The metabolites shown in the plot were identified by LC-MS positive ion mode and metabolite signal intensity was normalized to per mg of liver tissue weight. **(H)** The metabolites shown in the plot were identified by LC-MS negative ion mode. The *p*-value of all significantly different metabolites is indicated *≤0.05 vs. *Mul1(+/+)* liver.

### 3.5 Liver lipidomic profiles of *Mul1(+/+)* and *Mul1(−/−)* mice on HFD

The total lipid content and profiling of lipid classes were carried out using the normalized intensities by liver weight (Figure 5A). As expected, the total lipid content and triglycerides were found to be significantly higher in the liver of *Mul1(+/+)* than in *Mul1(−/−)* mice on HFD. Total diacylglycerol, phosphatidylcholines, phosphatidylethanolamines, and ceramides were not significantly different between the two groups of animals (Figure 5A) (*p* > 0.05). Nine of the top 10 triglycerides by abundance were significantly different between both groups and higher in *Mul1(+/+)* HFD-liver (Figure 5B) (*p* < 0.05). DG (16:0_22:6) and DG (18:1_20:3) were significantly higher in *Mul1(+/+)* HFD-liver than *Mul1(−/−)* HFD-liver (Figure 5C). Other classes of lipids showed fewer significant differences (Figures 5D, E, F) (*p* < 0.05). LION term enrichment analysis of *Mul1(+/+)* versus *Mul1(−/−)* liver summarized the changes in lipid entities in *Mul1(−/−)* HFD liver (Figure 5G). Glycerophosphoglycerols, glycerophospholipids, and long-chain fatty acids (C22-C24) were significantly higher in *Mul1(−/−)* HFD liver (Figure 6C). The joint-metabolic pathway analysis also showed that glycerophospholipid metabolism is significantly altered in *Mul1(−/−)* HFD liver. The lipids containing neutral head groups, triglycerides, lipid storage, and glycerolipids were found to be significantly lower in *Mul1(−/−)* HFD liver. The lipidomic analysis indicates that MUL1 inactivation causes a massive change in lipid metabolism even with the supplementation of the HFD. Figure 5B indicates that monounsaturated and polyunsaturated fatty acyl-containing triglycerides are significantly lower in *Mul1(−/−)* HFD liver. Figure 5G shows that monounsaturated fatty acids, triglycerides, lipid droplets, and lipid storage as integrated pathways were downregulated in *Mul1(−/−)* HFD-liver including palmitoleate and oleate, products of SCD1 activity. Additionally, PCA and PLS-DA analysis as well as clustered heatmap clearly showed the separation in the overall lipid profiles between *Mul1(−/−)* and *Mul1(+/+)* HFD-liver (Supplementary Figures S2A, S2B, and S2C).

**FIGURE 5:**
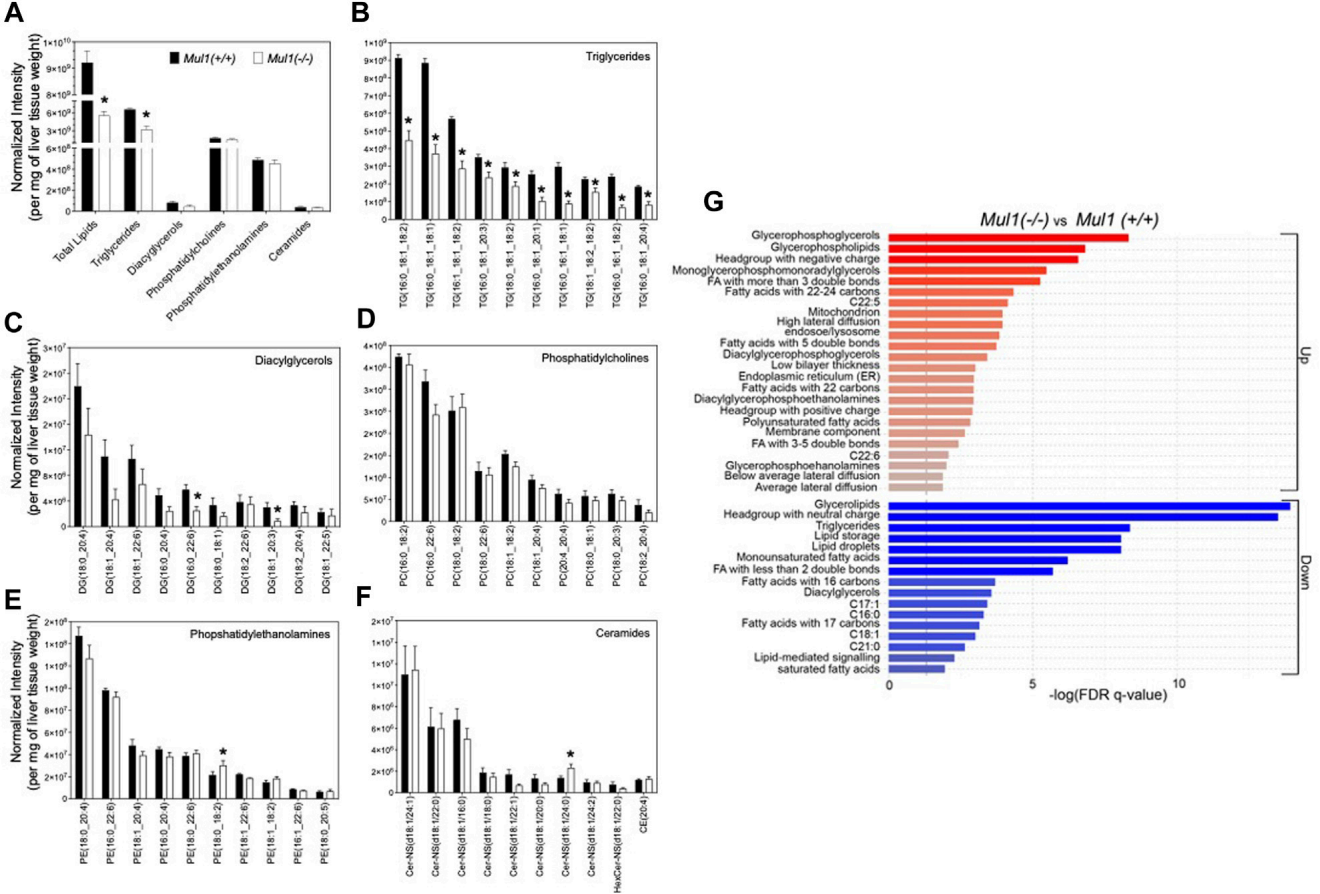
Lipidomic profiling of *Mul1(−/−)* mouse liver on HFD. **(A)** High-resolution LC-MS/MS-based profiling of total lipids and lipid classes (triglycerides (TGs), diacylglycerols (DGs), phosphatidylcholines (PCs), phosphatidylethanolamines (PEs) and ceramides) in *Mul1(+/+)* control and *Mul1(−/−)* mice liver. **(B–F)** profiling of the ten highest abundant TGs, DGs, PCs, Pes, and ceramides in *Mul1(+/+)* and *Mul1(−/−)* mice liver, providing more insights into the profiles of individual lipids. **(G)** Lipid Ontology (LION) and enrichment analysis of *Mul1(−/−)* and *Mul1(+/+)* liver in the “ranking mode”. The gray vertical lines indicate the cut-off value of significant enrichment: up (red bars) and down (blue bars) lipids in *Mul1(−/−)* mice liver (*q* < 0.05). All data are expressed as mean ± S.D. (n = 4 per group) and individual lipid intensity was normalized to liver tissue weight (mg). *≤0.05 vs*. Mul1(+/+)* liver.

**FIGURE 6:**
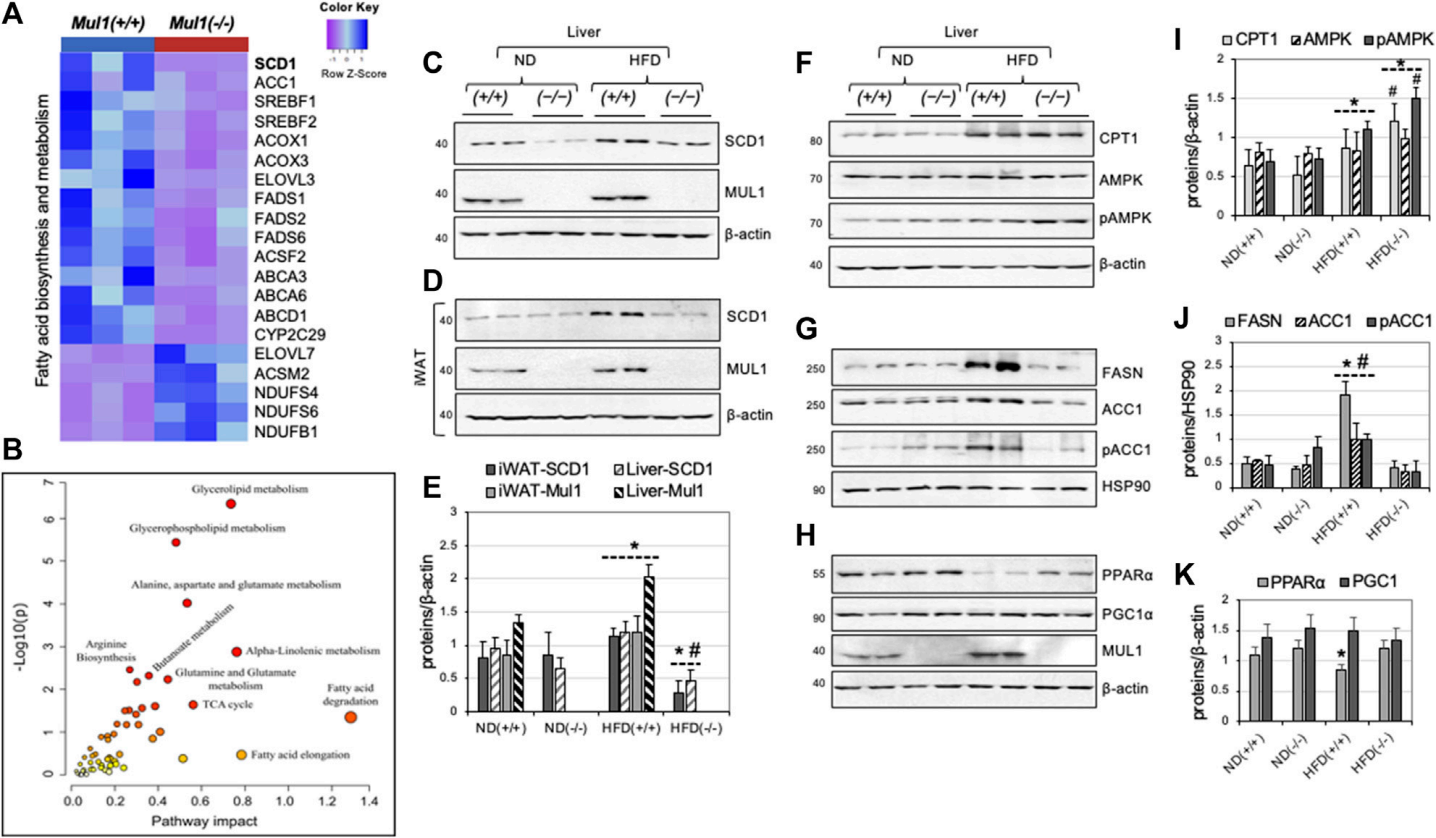
Differential expression of genes and proteins involved in lipogenesis and fatty acid synthesis in the liver of *Mul1(−/−)* mice on HFD. **(A)** Heatmap of the top differentially expressed genes involved in fatty acid biosynthesis and metabolism; most of the genes in this group are downregulated with only a few upregulated in *Mul1(−/−)* liver (*p*-value <0.01). **(B)** Joint metabolic pathway analysis, employing genes and metabolites with uniport protein ID and HMDB ID, respectively with the fold change in *Mul1(+/+)* and *Mul1(−/−)* liver. The metabolic pathways with higher impact (glycerolipid) were significantly perturbed in *Mul1(−/−)* liver (*p*-value < 0.03). **(C)** Western blot analysis to monitor protein expression of SCD1 and MUL1 in the liver or **(D)** iWAT from *Mul1(+/+)* and *Mul1(−/−)* mice kept on an ND or HFD. **(E)** Densitometrical analysis of SCD1 and MUL1 protein expression from **(C)** and **(D)** normalized against β-actin. *p ≤ 0.036 vs. ND (+/+); #*p* ≤ 0.021 vs. HFD (+/+). **(F)** Western blot analysis to monitor the protein expression of CPT1, AMPK, and pAMPK; **(G)** FASN, ACC1, and pACC1; **(H)** PPARα, PGC1α, and MUL1 in the same liver extract. **(I)** The graph shows densitometric analysis from **(F)**. *p ≤ 0.015 vs. ND (+/+); #*p* ≤ 0.014 vs. HFD (+/+). **(J)** Densitometric analysis of FASN, ACC1, and pACC1 from **(G)** normalized against HSP90. *p ≤ 0.023 vs. ND (+/+); #*p* ≤ 0.015 vs. HFD. **(K)** Densitometric analysis from **(H)**. *p ≤ 0.045 vs. ND. Results are shown as means ± S.D. of at least three independent experiments.

### 3.6 Differential gene and protein expression in *Mul1(−/−)* mouse liver on HFD

mRNA sequencing identified about 5,000 differentially regulated genes (*p* < 0.027) in the HFD-liver of *Mul1(−/−)* and *Mul1(+/+)* animals. 

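Liver RNA from 3 Mul1(+/+) and 3 Mul1(−/−) mice kept on a high-fat diet (HFD) for 16 weeks was sequenced by mRNA-seq. The authors deposited a table of 3542 genes with one value per library, and with the log2 fold change, p-value and adjusted p-value of the Wald test in their DESeq2 comparison of Mul1(−/−) with Mul1(+/+). Every gene in the table has an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1.00 in the authors' test, so the table holds genes already selected on these 6 libraries. The library values are read counts that the authors divided by one factor per library. All values under 10000 (100%) were whole multiples of the value of 1 read, which ranged from 0.817 to 1.46 between libraries. The reads on the genes of the table came to 15385822, 12485249 and 14060811 in Mul1(+/+) replicates 1 to 3, and to 13138711, 12504839 and 11932163 in Mul1(−/−) replicates 1 to 3. These totals cover part of each library and are not its sequencing depth, and genes outside the table were not used here. The values were taken as deposited, 1 was added, and the log2 values of the groups were compared with limma. The p-values were adjusted by the Benjamini-Hochberg method over the 3542 genes, and the threshold of the paper's methods was kept. With 3 mice per group, an exact two-sided permutation test of a single gene cannot give a p below 0.1. The targeted gene, Mul1 (ENSMUSG00000041241), lies on chromosome 4 of GRCm38 from 138434671 to 138442265 on the plus strand in GENCODE M21. Its normalized counts were 3172, 3232 and 3423 in Mul1(+/+) replicates 1 to 3, and 1037, 965 and 1753 in Mul1(−/−) replicates 1 to 3. The mean in Mul1(−/−) HFD-liver, 1252 ± 436 (SD, n = 3), was 38.2% of the mean in Mul1(+/+) HFD-liver, 3276 ± 131 (SD, n = 3), and the groups did not overlap (exact two-sided permutation test, p = 0.1). The log2 fold change was −1.44 (standard error 0.40, adjusted p = 0.0126 from limma), which lies above the threshold of the methods, and it stayed between −1.71 and −1.28 with each library left out in turn.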

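With limma's adjusted p-value under 0.01 and an absolute log2 fold change above 1, 854 of the 3542 genes were differentially expressed, 591 higher and 263 lower in Mul1(−/−) HFD-liver. Because the table was selected on the same libraries, this count is not independent evidence of a difference. In the table as a whole, 2012 genes were higher and 1530 were lower, and the direction differed from that of the authors' log2 fold change for 0 genes. By the authors' own p-values, 2391 genes of the table pass the threshold of the methods, and 802 of these are among the 854. In 3199 genes (90.3%) the 3 Mul1(−/−) values did not overlap the 3 Mul1(+/+) values, where chance gives 10% among unselected genes. The count changed when single libraries were left out: 10 genes passed without Mul1(−/−) replicate 2, and 2673 genes passed without Mul1(−/−) replicate 3. With the adjusted p-value limit at 0.05 in place of 0.01, 3380 genes passed. The split depended on the scaling of the libraries. Rescaled by the median ratio over the table's genes, 236 genes passed as higher and 1031 as lower. Rescaled by the table's total, the numbers were 619 and 724, and 709 and 171 with that total taken without the mitochondrial genome.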

The heatmap in Figure 6A highlights genes involved in fatty acid biosynthesis and metabolism that were significantly downregulated in the HFD-liver of *Mul1(−/−)* mice. 

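All 15 genes that Figure 6A shows as lower were in the table, and all 15 had lower mean expression in Mul1(−/−) HFD-liver. The 3 Mul1(−/−) values lay below the 3 Mul1(+/+) values in 14 of them, the exception being Acaca, the gene of ACC1 (exact two-sided permutation test, p = 0.2). The log2 fold changes ranged from −3.89 for Cyp2c29 to −1.13 for Acox3, with a median of −1.96. In limma's test over the table, 7 genes passed the threshold, among them Scd1, Elovl3 and Cyp2c29. Adjusted over the list alone, 8 passed, although the study chose this list on the same libraries, so that count is not independent evidence. The authors' p-values place all 15 past the threshold. For Cyp2c29 (ENSMUSG00000003053) the normalized count was 3079 ± 2793 (SD, n = 3) in Mul1(−/−) and 36104 ± 10449 (SD, n = 3) in Mul1(+/+) HFD-liver (standard error of the log2 fold change 0.60, adjusted p = 0.00433 from limma). Cyp2c29 belongs to a cluster of similar Cyp2c genes on chromosome 19 between which the counting could have divided reads, so its value is uncertain. Elovl3 (ENSMUSG00000038754), a fatty acid elongase gene, fell from 9566 ± 6906 (SD, n = 3) to 1196 ± 572 (SD, n = 3), a log2 fold change of −2.89 (standard error 0.59, adjusted p = 0.00701 from limma). Srebf1 (ENSMUSG00000020538) fell from 11899 ± 6152 (SD, n = 3) to 3781 ± 1918 (SD, n = 3), a log2 fold change of −1.64 (standard error 0.52, adjusted p = 0.0173 from limma). Without Mul1(+/+) replicate 1 or without Mul1(−/−) replicate 2, 0 of the 15 genes passed, with 9 and 14 of them at an unadjusted p under 0.05.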

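Higher expression in Figure 6A was looked up for 5 genes, of which Elovl7, Acsm2, Ndufs4 and Ndufs6 were in the table and higher in Mul1(−/−) HFD-liver, and Ndufb1 was not analysed here. Ndufs4 (ENSMUSG00000021764, chromosome 13 of GRCm38, 114287795 to 114388258) had a normalized count of 6670 ± 1232 (SD, n = 3) in Mul1(−/−) and 2655 ± 763 (SD, n = 3) in Mul1(+/+) HFD-liver. Its log2 fold change was 1.35 (standard error 0.40, adjusted p = 0.0146 from limma). Ndufs6 (ENSMUSG00000021606, chromosome 13, 73319838 to 73328542) had 9424 ± 2281 (SD, n = 3) and 3964 ± 949 (SD, n = 3), a log2 fold change of 1.25 (standard error 0.40, adjusted p = 0.0181 from limma). Ndufab1 (ENSMUSG00000030869, chromosome 7, 122085403 to 122101886) had 6422 ± 2494 (SD, n = 3) and 3166 ± 449 (SD, n = 3), a log2 fold change of 0.96 (standard error 0.42, adjusted p = 0.0448 from limma). The groups did not overlap in any of the 3 genes (exact two-sided permutation test, p = 0.1 for each), and none of the 3 passed the threshold. Ndufs4 and Ndufs6 passed without Mul1(−/−) replicate 3, with adjusted p-values of 0.00781 and 0.00875 from limma. When the libraries were rescaled by the median ratio over the genes of the table, the log2 fold changes of Ndufs4, Ndufs6 and Ndufab1 fell to 0.69, 0.59 and 0.30. Rescaled by the total of the table's genes, they were 1.05, 0.95 and 0.66. With that total taken without the mitochondrial genome, a setting added after the data were seen, the median of the 3 was 1.29, against 1.25 as deposited. Elovl7 and Acsm2 passed the threshold, with log2 fold changes of 2.52 and 3.24, from at most 18 reads per Mul1(+/+) library for Elovl7 and at most 13 for Acsm2, whose reads the counting could have divided with neighbouring Acsm genes.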

Genes upregulated include: NADH: ubiquinone oxidoreductase subunit AB1 (NDUFAB1), NADH: ubiquinone oxidoreductase subunit S6 (NDUFS6), and NADH: ubiquinone oxidoreductase subunit S4 (NDUFS4) all three of them are subunits of Complex I of electron transport chain (ETC) (Zhang et al., 2019; Choi et al., 2022). Upregulation of these genes has been implicated in the regulation of lipid metabolism and resistance to HFD-induced obesity (Takamura et al., 2008; Jin et al., 2014; Zhang et al., 2019). 

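Scd1 (ENSMUSG00000037071) lies on chromosome 19 of GRCm38 from 44394455 to 44407879 on the minus strand. Its normalized count was 255123 ± 95294 (SD, n = 3) in Mul1(+/+) and 21753 ± 3290 (SD, n = 3) in Mul1(−/−) HFD-liver, or 8.53% of the Mul1(+/+) mean. Between 14848 and 28082 reads per Mul1(−/−) library and between 164067 and 374814 reads per Mul1(+/+) library lie behind these values. The log2 fold change was −3.48 (standard error 0.44, adjusted p = 0.00207 from limma), and the groups did not overlap (exact two-sided permutation test, p = 0.1). With each library left out in turn it stayed between −3.84 and −3.28, while the adjusted p-value rose above 0.01 without Mul1(+/+) replicate 1 (0.0108) and without Mul1(−/−) replicate 2 (0.0244).

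**Figure D1:**
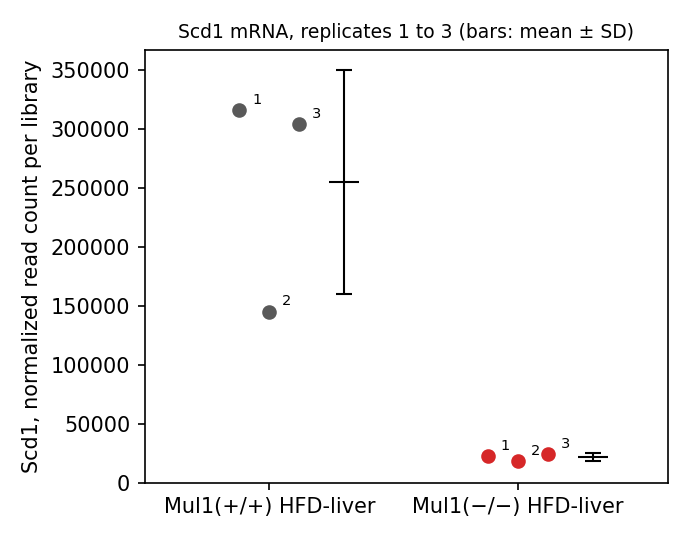
Normalized read count of Scd1 in each HFD-liver library of Mul1(+/+) and Mul1(−/−) mice, with points numbered by replicate and bars for the mean ± SD of 3 mice. The Mul1(−/−) libraries lie between 18184 and 24664, and the lowest Mul1(+/+) library is replicate 2 at 145295.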

Among the differentially downregulated genes, Stearoyl-CoA Desaturase 1 (SCD1) stood out as a top candidate. SCD1 controls the biosynthesis of monounsaturated fatty acids (MUFA) from their saturated fatty acid (SFA) precursors, introducing a *cis*-double bond at the Δ9 position to stearoyl (C18:0) and palmitoyl-CoA (C16:0). SCD1 is a key regulator in lipid metabolism; high expression of SCD1 protein correlates with obesity, diabetes, and atherosclerosis and inactivation of SCD1 supports an HFD-resistant phenotype, reduced fat accumulation and insulin sensitivity (Flowers et al., 2007; Ralston et al., 2016; Dragos et al., 2017; Piccinin et al., 2019; Weiss-Hersh et al., 2020). In addition, the *Scd1(−/−)* mouse phenotype closely resembles that of the *Mul1(−/−)* animals (Ntambi et al., 2002; Flowers et al., 2007; Dobrzyn et al., 2008; Liu et al., 2010). ACC1 is a multifunctional enzyme that is involved in fatty acid synthesis and elongation (Mao et al., 2006; Wakil and Abu-Elheiga, 2009). We performed a joint metabolic pathway analysis using Uniport protein ID and HMDB ID of genes and metabolites, respectively. The fold change of genes and metabolite levels between the *Mul1(−/−)* and *Mul1(+/+)* HFD-liver were used as an input to create an integrative metabolic pathway analysis (Figure 6B) (*p* < 0.03). These results indicate that glycerolipids, glycerophospholipid, fatty acid metabolism, and alanine-aspartate-glutamate metabolism, were significantly affected in *Mul1(−/−)* HFD-liver. 

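The gene input of the joint analysis was examined with lists of pathway genes written without reference to the table, and the metabolite input was not used here. Of 44 listed glycerolipid and triglyceride genes, 9 were in the table, 2 higher and 7 lower in Mul1(−/−) HFD-liver, with a median log2 fold change of −1.29. Of 43 glycerophospholipid genes, 10 were in the table, 2 higher and 8 lower, with a median of −1.28. For alanine, aspartate and glutamate metabolism, 5 of 32 listed genes were in the table, 1 higher and 4 lower, with a median of −1.39. The split between higher and lower genes was compared with that of the other genes of the table by a two-sided Fisher's exact test, since a table of selected genes gives no enrichment against all genes. The p-values were 0.0452 for glycerolipid genes, 0.0241 for glycerophospholipid genes and 0.173 for alanine, aspartate and glutamate genes, and 0.106, 0.0844 and 0.261 after Benjamini-Hochberg adjustment over 28 lists, so none passed 0.05. Genes of one pathway are not independent replicates. The test asks only whether a list leans to one direction. A pathway with genes changed both ways would not pass it, so it does not decide whether a pathway was affected. From the fold changes of genes and metabolites, the paper concludes that these pathways and fatty acid metabolism were affected in Mul1(−/−) HFD-liver.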

We investigated if the protein level of SCD1 is regulated similarly to its mRNA in the liver and iWAT from *Mul1(−/−)* mice kept on HFD. Figure 6C shows a significant SCD1 downregulation in both ND and HFD in the liver of *Mul1(−/−)* compared to *Mul1(+/+)* animals. Furthermore, *Mul1(+/+)* mice kept on HFD show induction of SCD1 and this induction is absent in *Mul1(−/−)* animals under the same conditions (Figure 6C). In iWAT the expression of SCD1 protein is similar between *Mul1(−/−)* and *Mul1(+/+)* animals on ND (Figure 6D). When *Mul1(+/+)* animals are kept on HFD there is a pronounced induction of SCD1 which is not replicated in the *Mul1(−/−)* mice (Figure 6D). In addition, the expression of MUL1 is induced by HFD in both iWAT and the liver of wild-type mice (Figures 6C, D). Figure 6E is a graph representation of densitometric analysis of the proteins from 6A to 6B normalized against β-actin (*p* < 0.036). In addition, we monitored the expression of various enzymes, known to be involved in the regulation of lipogenesis and β-oxidation in the liver of *Mul1(−/−)* mice on ND or HFD. The expression of CPT1 protein increases with HFD in the liver of both *Mul1(+/+)* and *Mul1(−/−)* mice (Figure 6F). AMPK protein level is not affected by the diet or the presence of MUL1, however, phospho-AMPK (pAMPK), which represents the active form of the enzyme, is substantially higher in *Mul1(−/−)* mice on HFD (Figure 6F). FASN, ACC1, and its phosphorylated form (pACC1) are all strongly upregulated in *Mul1(+/+)* on HFD but not in *Mul1(−/−)* animals (Figure 6G). HSP90 protein expression was used as a loading control (Figure 6G). Furthermore, we monitored the expression of PPARα and PGC1α proteins that are known to be involved in energy homeostasis, fatty acids metabolism, and mitochondrial biogenesis (Gervois et al., 2000; Abu Shelbayeh et al., 2023). Figure 6H shows that PPARα is downregulated in the liver of *Mul1(+/+)* on HFD and this regulation is absent in *Mul1(−/−)* mice; there is no detectable difference in the expression of PGC1α and MUL1 expression is significantly induced by HFD. Figures 6I, 6J, and 6K are graphs representing densitometric analysis of the proteins from 6F, 6G, and 6H normalized against β-actin or HSP90 (*p* ≤ 0.015, *p* ≤ 0.023, and *p* ≤ 0.045 respectively).

### 3.7 Inactivation of MUL1 reduces accumulation of lipid droplets in HepG2 *Mul1(−/−)* cells treated with oleic acid (OA)

HepG2 *Mul1(−/−)* and HepG2 *Mul1(+/+)* cells were either treated with 0.3 mM of oleic acid (OA) or buffer alone (control) followed by staining with both mitoTracker-red and BODIPY 493/503 and observed with confocal microscopy. Figure 7A shows that control (untreated) HepG2 *Mul1(−/−)* cells have less lipid droplet accumulation as seen by reduced BODIPY staining when compared to HepG2 *Mul1(+/+)* cells. When cells were treated with OA there was a significant accumulation of lipid droplets in HepG2 *Mul1(+/+)* but in *Mul1(−/−)* cells was significantly reduced (Figure 7B). We also monitored the expression of key enzymes, SCD1, CPT1, AMPK, pAMPK, PGC1α, and ACC1. Figure 7C show that all these proteins in HepG2 *Mul1(−/−)* cells treated with OA exhibit a similar regulation pattern to that observed in the liver of *Mul1(−/−)* animals on HFD. Densitometric analysis is shown in graphs 7D and 7E representing protein expression from 6C normalized against housekeeping proteins (*p* ≤ 0.047).

**FIGURE 7:**
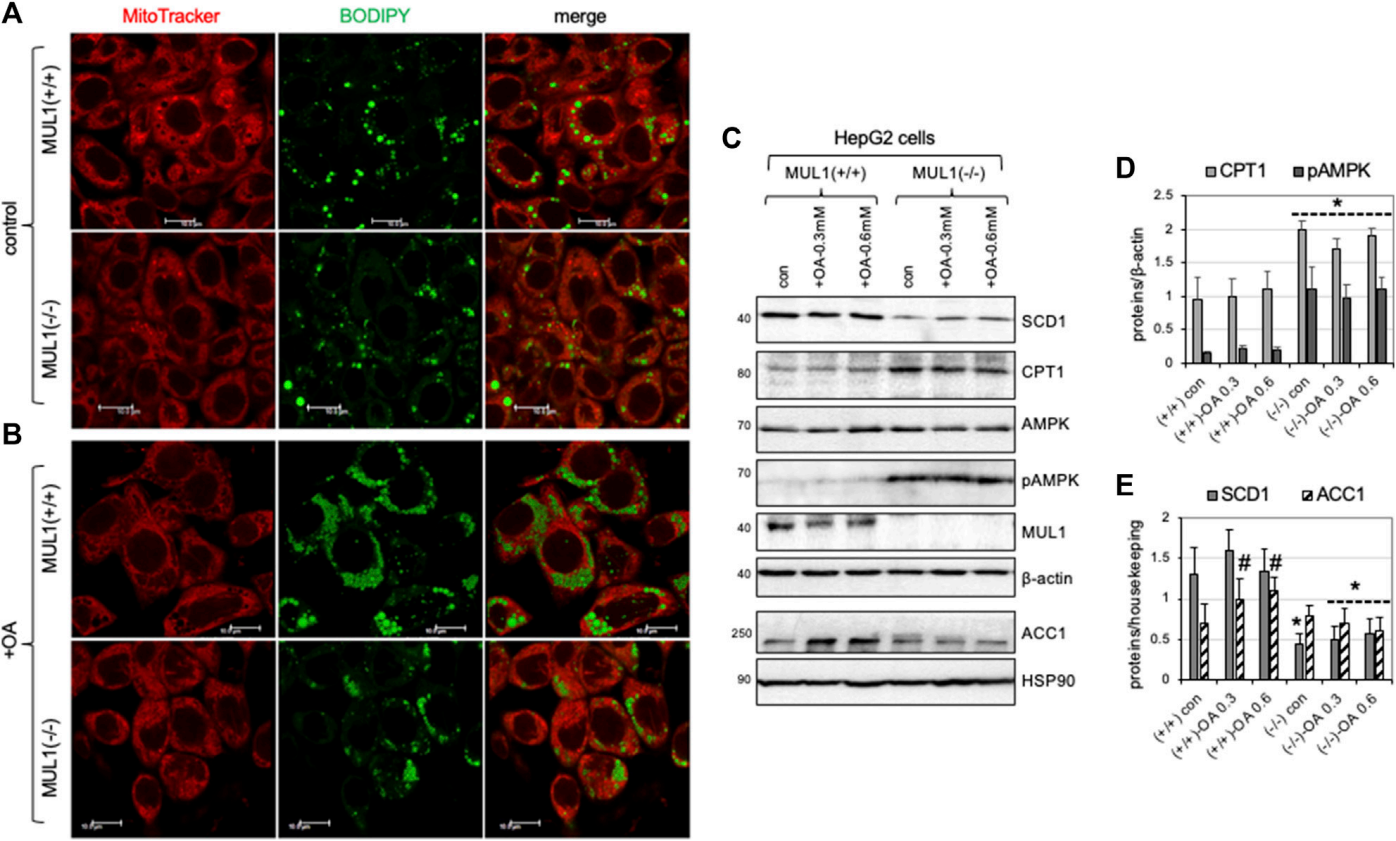
HepG2 *Mul1(−/−)* cells have reduced lipid droplet accumulation following oleic acid (OA) treatment. **(A)** Representative confocal images of HepG2 *Mul1* (−/−) and HepG2 *Mul1* (+/+) control or **(B)** treated cells with OA and stained with BODIPY-green and MitoTracker-Red for lipid droplet and mitochondria visualization. **(C)** Western blot analysis of SCD1, CPT1, AMPK, pAMPK, MUL1, and ACC1, in HepG2 *Mul1* (−/−) and HepG2 *Mul1* (+/+) cells with or without OA. Densitometric analysis of protein expression **(D)** CPT1 and pAMPK, and **(E)** SCD1 and ACC1 normalized against β-actin or HSP90. Data are presented as means ± S.D. of three independent experiments. *p ≤ 0.032 vs. Mul1 (+/+) cells; #*p* ≤ 0.047 vs. Mul1 (+/+) con.

## 4 Discussion

MUL1 is a unique E3 ubiquitin ligase due to its exclusive localization in the outer mitochondrial membrane and its ability to modify specific substrates through SUMOylation, as well as K63- or K48-ubiquitination (Braschi et al., 2009; Prudent et al., 2015; Kim et al., 2017; Ni et al., 2017; Kim et al., 2018). It has a large intermembrane domain (IMD) that can act as a sensor of various conditions in the mitochondria and modulate its ligase activity against various substrates (Li et al., 2008; Zhang et al., 2008). The IMD of MUL1 is also the target of mitochondrial Omi/HtrA2 protease which is involved in protein quality control and can regulate MUL1 protein levels during mitochondrial stress (Faccio et al., 2000; Cilenti et al., 2014). Our previous studies as well as work by other investigators have established the main function of MUL1 as a regulator of mitochondrial dynamics and mitophagy (Cilenti et al., 2014; Puri et al., 2020; Calle et al., 2022). In the absence of Omi/HtrA2 protease, there is an accumulation of MUL1 protein and enhanced mitophagy (Ambivero et al., 2014; Cilenti et al., 2014). Our recent studies, using cell lines lacking MUL1 expression, identified a new function of MUL1 in the regulation of metabolism (Cilenti et al., 2022). In the present study, we used mice with whole-body *Mul1* inactivation, to investigate the function of this ubiquitin ligase in mitophagy and the regulation of lipid metabolism and obesity. *Mul1(−/−)* animals show dysregulated mitophagy with an accumulation of p62, reduced conversion of LC3 II, and increased levels of ROS. Furthermore, *Mul1(−/−)* mice exhibit altered metabolism, characterized by increased energy expenditure and oxygen consumption. When subjected to HFD these mice display resistance to HFD-induced obesity, along with associated conditions such as liver steatosis, insulin insensitivity, and glucose intolerance. Metabolomic and lipidomic analyses reveal significant changes in lipid metabolism resulting from *Mul1* inactivation during HFD. Monounsaturated and polyunsaturated fatty acids, triglycerides, lipid droplets, and lipid storage, as integrated pathways, were downregulated in *Mul1(−/−)* HFD-liver. Furthermore, mRNA sequencing identified several clusters of genes involved in fatty acid oxidation and lipogenesis to be differentially expressed. 

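Of 37 listed genes of mitochondrial and peroxisomal fatty acid oxidation, 12 were in the table, and 11 were lower and 1 was higher in Mul1(−/−) HFD-liver, with a median log2 fold change of −1.24 (from −1.60 to −1.08 with each library left out). The adjusted p-value of Fisher's exact test over the table's genes was 0.0039 across the lists tested. Of 27 listed genes of fatty acid synthesis, elongation and desaturation, 16 were in the table, 13 lower and 3 higher, with a median of −1.45 (from −1.62 to −1.21) and an adjusted p-value of 0.0172 in the same test. Their median transcript length is 2266 nucleotides, and 7.05% of lists of protein-coding genes matched on transcript length and mean value held as few higher genes. The corresponding share for the fatty acid oxidation genes was 0.57%. Most genes of both lists did not pass the threshold of the methods, and of the synthesis list 1 higher gene and 2 lower genes passed it. Cpt1a, the gene of CPT1, had a log2 fold change of −1.44 (standard error 0.46, adjusted p = 0.0187 from limma), and Ppara one of −1.71 (standard error 0.42, adjusted p = 0.00977 from limma). In the authors' Wald test the adjusted p of Cpt1a was 0.00629, past the threshold. The paper measured CPT1 and PPARα as protein. CPT1 protein rose with HFD in both genotypes, and PPARα protein fell with HFD in Mul1(+/+) mice only. The paper proposes that pAMPK raises CPT1. The lower RNA of Cpt1a points the other way, but it does not decide the protein level.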

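By limma's p-value, Scd1 ranked 18 among the 3542 genes and 5 among the 1530 lower genes, and by the size of its fall it ranked 23. By the fall of its mean normalized count it ranked 1. In the authors' table it ranks 4 by p-value among all genes and 1 among the lower genes, and its fall ranks 17. The adjusted p-value given there by the authors is 3.09e-18, and the log2 fold change is −3.55.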

One of the top genes, whose mRNA expression was significantly downregulated in the absence of MUL1, was SCD1. SCD1 protein is located in the endoplasmic reticulum (ER) where it catalyzes the biosynthesis of monounsaturated fatty acids (MUFA) from palmitate and stearate, their saturated fatty acids (SFA) precursors (Ntambi et al., 2002; Liu et al., 2013; Piccinin et al., 2019). A plethora of previous studies have established SCD1 as a key regulator in lipid metabolism; high expression of SCD1 protein correlates with obesity, diabetes, and atherosclerosis, while inactivation of the *Scd1* gene supports an HFD-resistant phenotype, reduced fat accumulation, and insulin sensitivity (Ntambi et al., 2002; Flowers et al., 2007; Dobrzyn et al., 2008; Liu et al., 2010). In *Mul1(−/−)* mice the SCD1 protein expression in adipose tissue and liver is markedly downregulated particularly during HFD conditions. In addition, mice with *Scd1* inactivation have a phenotype that closely resembles the one of *Mul1(−/−)* animals (Flowers et al., 2007; AM et al., 2017). Since, *Mul1(−/−)* animals have increased β-oxidation and reduced lipogenesis, we monitored the expression of other key enzymes involved in these processes. We found that MUL1 deficiency activates AMPK by increasing its phosphorylation (pAMPK), which in turn drives a cascade of reactions involved in cellular energy homeostasis. pAMPK promotes the expression and accumulation of its downstream target CPT1, which is in the OMM, and facilitates the import of fatty acids to drive β-oxidation (Dobrzyn et al., 2004). Furthermore, activation of pAMPK in the liver of *Mul1(−/−)* mice leads to the downregulation ACC1 and FASN, enzymes involved in fatty acid synthesis. Figure 8 is a schematic diagram of the proposed pathway that is affected in the absence of MUL1, and the various proteins involved. The deregulation of these proteins during conditions of HFD in *Mul1(−/−)* mice supports a lean phenotype, robust resistance to HFD-induced obesity and metabolic syndrome. It is interesting to note that the absence of MUL1 function does not affect the expression of all these proteins in the liver of animals fed a ND, but it has a dramatic effect in reducing their expression or induction that coincides with HFD. Our data also suggest that MUL1 overexpression is associated with HFD and is involved in lipogenesis, fatty acid synthesis, and obesity. There are several other proteins regulated in the liver of *Mul1(−/−)* mice on HFD, that could potentially play additional roles in the metabolic phenotype of the *Mul1(−/−)* animals. Our mRNA sequencing identified a group of genes whose expression is upregulated in the absence of *Mul1*. These genes represent subunits of Complex I of the electron transport chain (ETC.). 

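Of 45 listed Complex I subunit genes, 24 were in the table and all 24 had higher mean expression in Mul1(−/−) HFD-liver, 18 of the nuclear and 6 of the mitochondrial genome. The groups did not overlap in 19 of the 24. The median log2 fold change was 1.30 (from 1.22 to 1.65 with each library left out), and single subunits ranged from 0.95 for mt-Nd5 to 2.79 for Ndufb4. Against the other genes of the table, the adjusted p-value of the two-sided Fisher's exact test was 2.9e-05, over selected genes that are not independent of each other. Ndufb4 alone passed the threshold in limma's test, and 0 did when adjusted over the list alone, while 20 had an unadjusted p under 0.05. That number fell to 7 when the libraries were rescaled by the median ratio over the table's genes and to 9 when they were rescaled by the table's total. It stayed at 20 with the total taken without the mitochondrial genome, a setting added after the data were seen. By the authors' p-values 17 passed. The median difference of the nuclear subunits from the Mul1(+/+) mean was 1.30, 1.90 and 1.03 in Mul1(−/−) replicates 1 to 3, and 0.38 in Mul1(+/+) replicate 2. For the mitochondrial subunits it was 2.44, 1.06 and 0.11 in Mul1(−/−) replicates 1 to 3. The nuclear subunits in the table have short transcripts, with a median of 584 nucleotides, and in the tenth of protein-coding genes with the shortest transcripts 81.7% were higher in Mul1(−/−). As many higher genes were held by 0.63% of lists matched on length and 0.39% of lists matched on length and mean value. These shares argue against length as the whole cause for the nuclear subunits, although genes of one complex are expressed together. Rescaled by the table's total, the 24 subunits had a median of 1.00, and of 1.35 with the total taken without the mitochondrial genome. Rescaling by the median ratio over the table's genes left all 24 higher and lowered their median to 0.65. The table was selected for changes larger than the shift of this rescaling, so the unchanged directions follow from the selection. Among Complex I assembly factors, 4 of 16 were in the table and all 4 were higher.

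**Figure D2:**
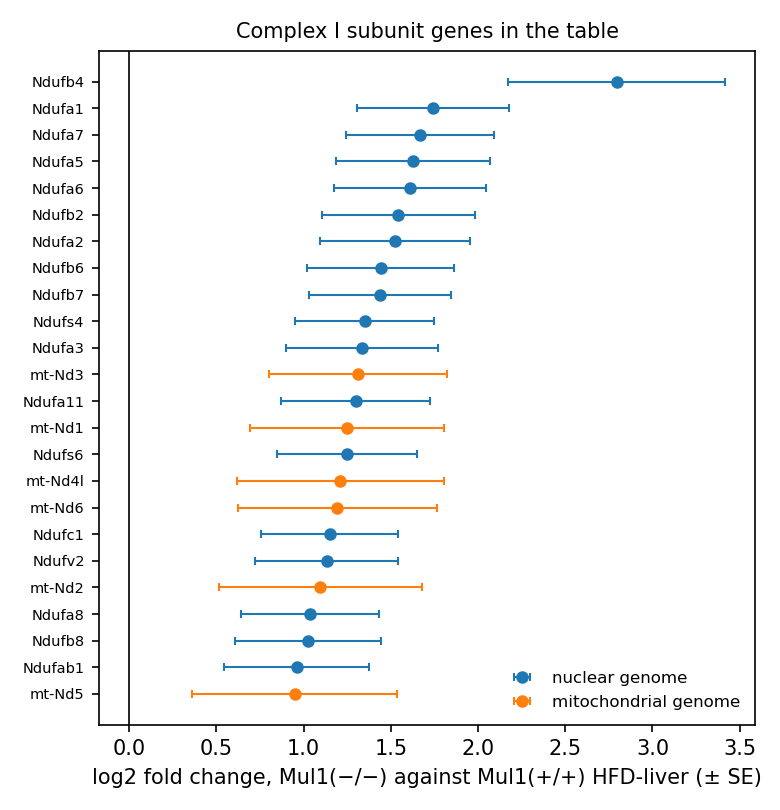
Log2 fold change between Mul1(−/−) and Mul1(+/+) HFD-liver of the 24 Complex I subunit genes in the table, with bars for the standard error from limma and colors for the nuclear and mitochondrial genome. With the values as deposited, the 24 genes lie between 0.95 and 2.79. Under each rescaling all 24 stay above 0.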

Complex I have additional roles in ROS formation and lipid metabolism (Vazquez et al., 2015; Kuznetsov et al., 2022). Among the upregulated Complex I subunits were NDUFAB1, NDUFS6, and NDUFS4. Previous studies have shown that overexpression of either of these genes can regulate lipogenesis and provide resistance to HFD-induced obesity (Zhang et al., 2019; Adjobo-Hermans et al., 2020; Choi et al., 2022). The biological function of MUL1 in mitochondrial dynamics and more specifically in mitophagy has been often compared with that of Parkin. Both MUL1 and Parkin are E3 ubiquitin ligases, MUL1 is mito-resident whereas Parkin is mito-recruited (Ambivero et al., 2014; Yun et al., 2014; Puri et al., 2019). Several reports have shown, that depending on the context, MUL1 can work in parallel or synergy, independent or opposite, to Parkin’s function in the mitophagy pathway (Yun et al., 2014; Rojansky et al., 2016; Puri et al., 2019; Igarashi et al., 2020). It is becoming apparent that mitochondrial dysfunction is involved in obesity, and we expect key regulators of mitochondrial dynamics and mitophagy, such as MUL1 and Parkin, to be implicated in the process. Our study reveals that the functional similarities observed between MUL1 and Parkin function in mitophagy extend to their roles in regulating adiposity. Previous research has demonstrated that inactivation of Parkin in the adipose tissue can mitigate HFD-induced obesity and aged-related adiposity in mice (Cui et al., 2018; Moore et al., 2022). Our findings show that the absence of Mul1 promotes a lean phenotype through a mechanism distinct from that of Parkin and does not involve the activation of PGC1α. Furthermore, in HFD studies, the impact of Parkin deletion was evident only in male animals (Moore et al., 2022) whereas the deletion of *Mul1* resulted in a robust lean phenotype in both male and female mice. These observations support the idea that Mul1 and Parkin have district non-overlapping functions in regulating lipogenesis and mitochondrial metabolism in the context of diet overload.

**FIGURE 8:**
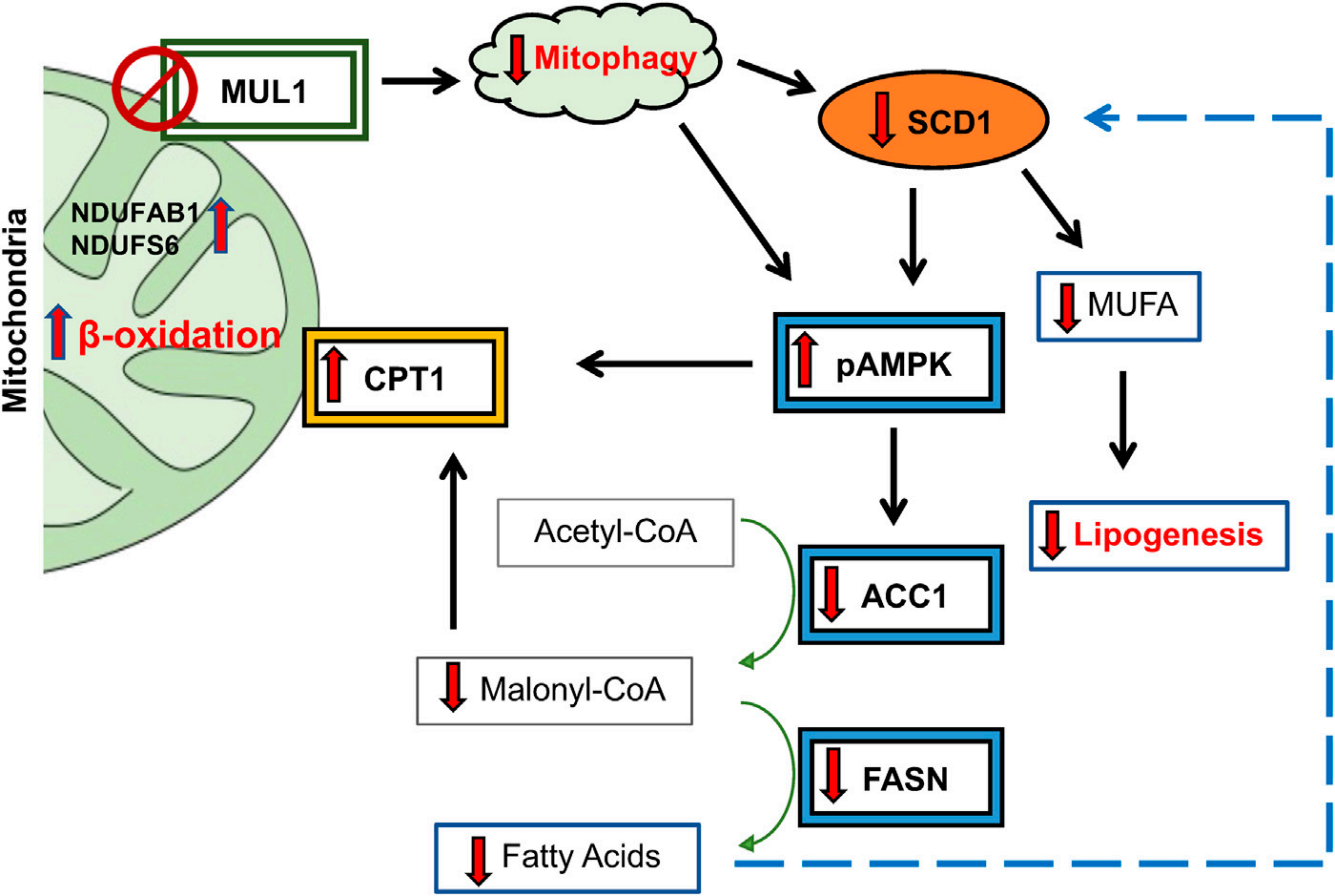
Schematic diagram of proposed lipogenic pathway regulated by MUL1 during conditions of HFD. MUL1 inactivation in mice impairs mitophagy and affects lipogenesis, fatty acid synthesis, and energy expenditure (β-oxidation) during dietary overload. *Mul1(−/−) *mice on HFD have decreased expression of SCD1 and activation of phosphorylated-AMPK (pAMPK) which in turn downregulates the protein level of ACC1 and FASN enzymes. Additionally, pAMPK1 increases the expression of CPT1 in the OMM that is involved in the transport of fatty acids into the mitochondria for β-oxidation. CPT1 expression increased and is further regulated by the downregulation of malonyl-CoA. Low levels of malonyl-CoA and reduction in FASN protein invariably inhibit the synthesis of fatty acids. In addition, the downregulation of SCD1 decreases the production of monounsaturated fatty acids (MUFA) and reduces lipogenesis. Furthermore, increased expression of NDUFAB1 and NDUFS6 promotes the activity of complex I of ETC., and enhances mitochondrial metabolism.

In conclusion, this study establishes MUL1 as a key player in the regulation of lipogenesis and fatty acid oxidation, particularly during conditions of HFD. It proposes MUL1 as a promising target for the development of chemical inhibitors or therapeutic siRNAs to combat obesity and associated metabolic diseases.

## Data Availability

The mRNA sequence data presented in this study are deposited in the GEO repository, accession number GSE263865. The metabolomics data presented in this study are deposited at the National Metabolomics Data Repository (NMDR) and can be accessed via this link: http://dev.metabolomicsworkbench.org:22222/data/DRCCMetadata.php?Mode=Study&StudyID=ST003175&Access=FkjD8817.

# Supplementary material for: Inactivation of mitochondrial MUL1 E3 ubiquitin ligase deregulates mitophagy and prevents diet-induced obesity in mice
**Source:** Front Mol Biosci. 2024 Apr 25;11:1397565. doi: 10.3389/fmolb.2024.1397565
**Supplement:** Supplementary file 1

## SUPPLEMENTARY DATA

Figure S1

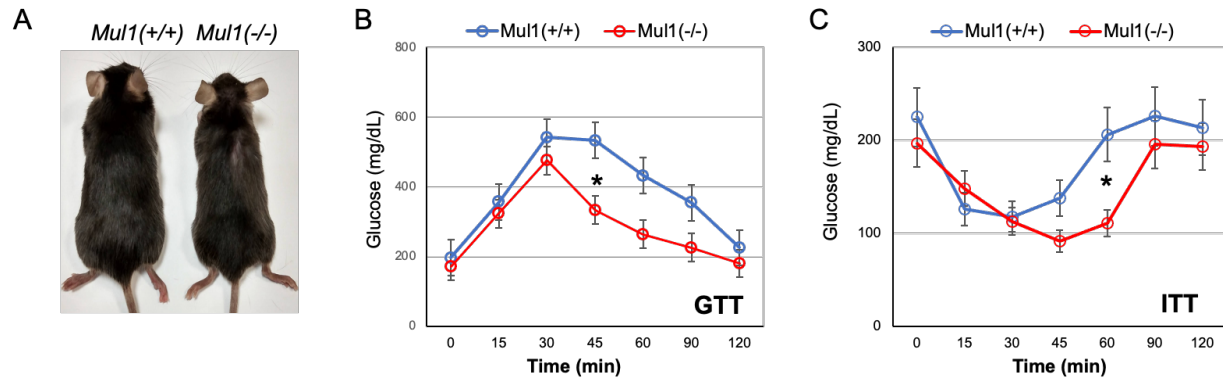

**Figure S1. *Mul1(-/-)* mice on ND present a metabolic phenotype.**

**(A)** Representative image of male *Mul1(+/+)* and *Mul1(-/-)* animals (24 weeks old) on a ND. **(B)** Glucose tolerance test (GTT) and **(C)** insulin tolerance test (ITT) were performed on male mice after 16 weeks on ND (n=4 males per group). Data presented as the mean of individuals in each group  $\pm$  S.D. of three independent experiments. \* $p < 0.05$  *Mul1(+/+)* vs *Mul1(-/-)*.

Figure S2

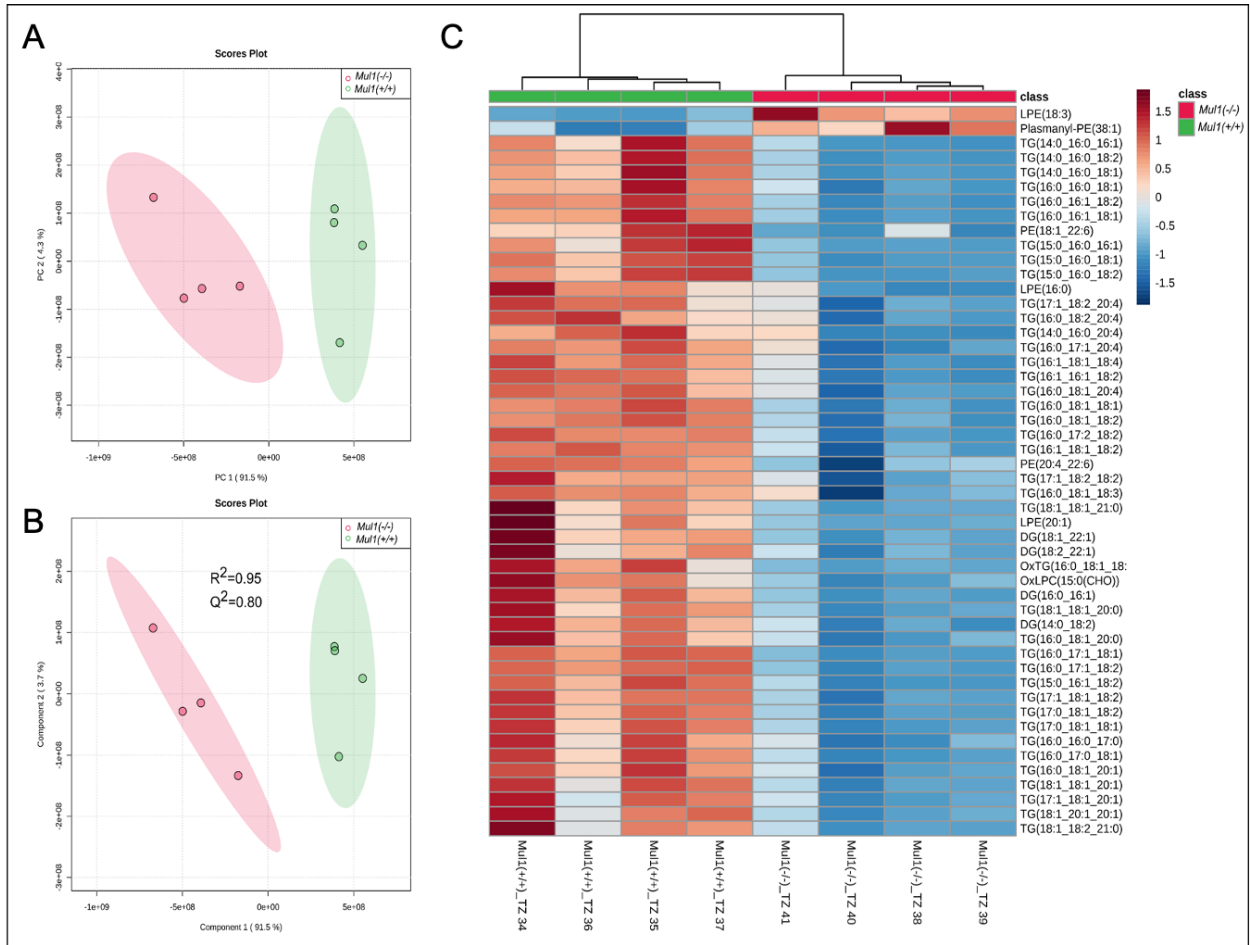

Figure S2. Lipidomic study of *Mul1*(+/-) and *Mul1*(-/-) mouse liver on HFD.

(A) and (B) Principal Component Analysis (PCA) and Partial Least Squares Discriminant Analysis (PLS-DA) score plots from LC-MS lipidomic data of *Mul1*(+/-) and *Mul1*(-/-) mice liver. The amount of variance is shown in parentheses on each axis of PCA and PLS-DA. The shaded area indicated the 95% confidence regions based on the data points for each group in PCA and PLS-DA models. (C) Heatmap showing the clustering results as well as the differences in the level of the top 50 lipids between *Mul1*(+/-) and *Mul1*(-/-) HFD mouse liver.

How the deposited data were processed for this re-analysis (not part of the article)

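Liver mRNA of 3 Mul1(+/+) and 3 Mul1(−/−) mice kept on HFD was compared. The authors had the libraries made, sequenced and analysed by GENEWIZ and compared the groups with DESeq2 and its Wald test. The paper's text does not name the aligner, the counting tool, the genome build or the annotation, nor whether counting used strand. The authors deposited one table of 3542 genes by Ensembl identifier. Its library columns are normalized read counts, which the authors made by dividing counts by one factor per library, with no pooling of replicates. Its log2 fold changes and its p-value and adjusted p-value columns are the authors' deposited test results. Each gene has an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1.00, so the table is a selection made on the same libraries, and an adjustment or a prior taken over it is not independent evidence. From the ratio of the authors' p-values and adjusted p-values, the authors tested 15426 genes: under that number 76.0% of the less significant genes of the table have a whole rank, against 40.2% under the next best number.

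The deposited values are written with separator commas and with a dash for 0. The value of 1 read was recovered for each library from the low values, and 100% of the values under 10000 were whole multiples of it in each library. These recovered reads were used for totals, for the floor of 3 reads and for shares of reads. No count test was run on them: the test planned for counts was replaced by limma on normalized values, which the plan named for that case. The reads of the table's genes, from 11932163 to 15385822 per library, are part of each library, and library totals were not used here.

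The values were taken as deposited, a pseudocount of 1 was added and log2 was taken, without a filter on low values. A fold change on this scale understates the change of genes with few reads. limma 3.58.1 in R 4.3.3 was fitted with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the 3542 genes. The threshold was an adjusted p-value under 0.01 with an absolute log2 fold change above 1, as in the paper's methods. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. A fold against a group with at most 3 reads in every library was computed against that floor and is given as a lower bound. limma was tested on simulated data with 200 of 3542 genes changed: 161 (80.5%) were called in the right direction, 0 in the wrong one, and 3 unchanged genes were called. Both simulated groups had a single dispersion of 0.0428, taken from the Mul1(+/+) libraries. The Mul1(−/−) libraries vary more, correlating at 0.903 to 0.951 with each other, against 0.978 to 0.984 for Mul1(+/+). Every gene of the table was also selected as changed, so these rates do not carry over to the data. The comparison of gene lists with matched lists was tested on 400 random lists, of which 15 (3.75%) fell in the top 5%.

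Coordinates, gene types and transcript lengths are from GENCODE M21 on GRCm38, to which 3529 of the identifiers were matched and 13 were not. The authors' build may be another one, and no coordinates from the authors' files were used. Symbols are the table's own, with 6 genes lacking one and 36 symbols differing from GENCODE M21. The transcript length of a gene is the median over its annotated transcripts.

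The genes named are those the paper names for the liver or in Figure 6, the 5 largest rises and the 5 largest falls among genes past the threshold whose groups do not overlap, and at most the 5 largest changes of a counted list. Some of these genes are not reported one by one here. This rule, the threshold, 31 gene lists and the alternative settings were set before the data were examined. Asns, Sdha, mt-Co1, Malat1, lists of interferon-stimulated genes and of ATF4 targets, and the members of those lists and of the cell type lists that are named, were chosen after values had been seen. For each list, the split of its genes into higher and lower was compared with the rest of the table by a two-sided Fisher's exact test, adjusted over the 28 earlier lists with a gene in the table. The 28 include the lists of Figure 6A genes and of Complex I genes the paper states as upregulated, which the study chose on the same libraries. Alternatives were other thresholds, other pseudocounts, a filter on the mean, rescaling of the libraries, limma-trend, the authors' own p-values, the replicate number as a block, and each library left out in turn.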

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

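The gene groups and genes below are outside those the paper discusses. The count of splits and the rescaling test of Scd1 were set before their results were seen, and all other tests here and under the other observations were chosen or given their final form after the results were seen. In particular, the matching of gene lists was changed from classes of length and expression to the 50 nearest genes, and its limits of 1% and 5% were settled, after a first version had been run; it was applied to 8 groups of genes with 2 kinds of matching, and to the interferon list also without the genes that prompted it. A verdict is drawn only where both kinds of matching pass the same limit. Every gene of the table was selected by the authors for a change between the same libraries.

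The difference between the groups was largest for the true grouping of the libraries: 1 of the 10 splits of the 6 libraries, the true one, gave as many as 854 genes past the threshold, and the other splits gave 0, with 13 to 378 genes at an unadjusted p under 0.05. This count decides nothing about chance, because 10 splits cannot give a share under 0.1 and because the table's genes were selected on the true grouping. With limma's p-values adjusted over the 15426 genes the authors tested, an adjustment added after the data were seen, 19 genes passed, among them Scd1 (adjusted p = 0.00904 from limma).

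All 60 cytosolic ribosomal protein genes in the table, of 80 listed, were higher in Mul1(−/−) HFD-liver, with a median log2 fold change of 1.91 (from 1.68 to 2.08 with each library left out) and 43 past the threshold (adjusted p = 3.8e-14, Fisher's exact test). Of 26 subunit genes of Complexes II to V in the table, 25 were higher and Sdha was lower (log2 fold change −1.48, adjusted p = 0.0116 from limma; adjusted p of the list 7.0e-05). Both groups were listed for comparison with Complex I. The ribosomal rise argues against a rise specific to Complex I, since all 60 ribosomal genes rose too. Short transcripts rose more often across the table: the share of protein-coding genes that were higher fell from 81.7% in the tenth with the shortest transcripts (median 565 nucleotides) to 18.0% in the tenth with the longest (median 6090 nucleotides), and Spearman's rho between length and log2 fold change over 2838 protein-coding genes, which are not independent replicates, was −0.37. Length as the whole cause is argued against for the ribosomal genes, since lists matched on length held at most 56 higher genes of 60, and for the nuclear Complex I genes, since 0.63% of lists matched on length and 0.39% of lists matched on length and mean value held as many higher genes. For the nuclear genes of Complexes II to V the shares were 3.52% and 9.43%, which leaves length open. Genes of one complex are expressed together, which makes a one-sided split more frequent than in lists of unrelated genes. The same 60 and 24 genes were higher under each rescaling, but the table's genes were selected for changes larger than the shifts, so the 24 Complex I subunits cannot be told apart from a matter of scaling by their direction. A difference in RNA quality or in translation-related expression stays open, as does an effect of genotype.

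Of 664 non-coding genes in the table, 616 (92.8%) were higher in Mul1(−/−) HFD-liver, against 47.9% of protein-coding genes. Their share of the table's reads was 0.892%, 1.19% and 1.01% in Mul1(+/+) replicates 1 to 3 and 4.52%, 5.48% and 1.98% in Mul1(−/−) replicates 1 to 3. Malat1 had a log2 fold change of 2.82 (adjusted p = 0.0112 from limma, not past the threshold), with 3329 normalized counts in Mul1(−/−) replicate 3 and 39176 in Mul1(−/−) replicate 1. Lists of protein-coding genes matched on length and mean value held a median of 83.0% higher genes, so most of the difference from 47.9% goes with length and expression. Length and expression as the whole cause are argued against, since these matched lists held at most 88.0% higher genes. The median log2 fold change of 1.98 remained at 1.79 or more with each library left out, so no single library carried it. The lowest value came without Mul1(−/−) replicate 1. The genes were selected for large changes between these libraries, which favours this outcome, so the check is weak. It does not test a rise carried by more than 1 library. The median difference from the Mul1(+/+) mean was 2.50, 2.35 and 1.15 in Mul1(−/−) replicates 1 to 3. A larger share of nuclear or unspliced RNA could raise such genes, as could reads of overlapping genes counted without strand, and neither was tested, since the table holds no intronic reads. An effect of genotype stays open too, so no biological reading is put forward.

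All 10 interferon-stimulated genes in the table, of 39 in a list written after several had been seen among the higher genes, were higher, with a median log2 fold change of 2.10 (from 1.76 to 2.47 with each library left out), and 6 were past the threshold. For the 9 protein-coding genes among them, 0.95% of lists matched on length and mean value, and 0.68% of lists matched on length, held as many higher genes, but the list had been prompted by Oas1g, Ubd and Ifi27l2a, and Oas1b, which is not among the 9, was added to it after the values of the others had been seen. Without Oas1g, Ubd and Ifi27l2a the shares were 2.28% and 2.05% for the remaining 6, between the limits of the test, so the rise cannot be told apart from one that follows transcript length. The list's median in Mul1(+/+) replicate 2 was 0.55 above the Mul1(+/+) mean. An infection or other exposure of the animals, a difference in strain background and an effect of genotype stay open and were not tested.

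Of the 5 largest rises, Vmn2r3 was at least 122-fold higher in Mul1(−/−) than the floor of 3 reads in Mul1(+/+) (at most 1 read per Mul1(+/+) library), Gldn at least 95.1-fold higher (0 reads in each Mul1(+/+) library) and the gene listed as Mcub at least 39.9-fold higher (at most 2 reads per Mul1(+/+) library). The identifier listed as Mcub, ENSMUSG00000029378, is named Areg in GENCODE M21. Tff3 had a log2 fold change of 7.75 (standard error 0.47, adjusted p = 1.7e-05 from limma), with 7.90 ± 3.31 (SD, n = 3) normalized counts in Mul1(+/+) and 1901 ± 756 (SD, n = 3) in Mul1(−/−). Ubd had one of 5.28 (standard error 0.86, adjusted p = 0.00518 from limma). Vmn2r3 belongs to a receptor family with many similar copies, so its identity is uncertain. Of the 5 largest falls, Obp2a was at least 28.7-fold lower (at most 1 read per Mul1(−/−) library) and Cyp2b10 at least 7.13-fold lower (at most 3 reads per Mul1(−/−) library). Trhde had a log2 fold change of −4.88, Ugt1a5 one of −4.43 and Phospho1 one of −4.18. Ugt1a5 shares its downstream exons with the other Ugt1a genes and Cyp2b10 has close paralogs, so reads may be divided among copies, which was not tested. With each library left out, Ubd ranged from 4.12 to 5.88, Trhde from −5.38 to −3.95, Ugt1a5 from −5.45 to −3.83 and Phospho1 from −5.39 to −2.91. None of these 10 genes lies on chromosome 4, where Mul1 lies, so variants linked to the targeted gene do not lie at these genes. Strain differences elsewhere in the genome and an effect of genotype stay open, with no test.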

How the results depend on the processing

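The directions of Scd1, of Mul1 and of the 24 Complex I subunits did not reverse under any setting tried, nor did those of the genes named one by one under the settings planned before the files were seen, and 2009 genes of the table were higher without Mul1(−/−) replicate 1, against 2012. The table's selection for large changes limits what this shows. Counts depended strongly on the setting, and causes were not tested except where the setting itself gives one, as a looser limit does. Counts are given as genes past the threshold (higher, lower), then Figure 6A lower genes, Figure 6A higher genes and Complex I subunits past it; with the values as deposited they are 854 (591, 263), 7, 2 and 1.

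With an adjusted p limit of 0.05 and the fold change limit they were 3380 (1877, 1503), 15, 4 and 19, and without the fold change limit 3412 (1895, 1517), 15, 4 and 20. With an unadjusted p under 0.027 they were 3104 (1700, 1404), 15, 4 and 16, and with an unadjusted p under 0.01 and the fold change limit 2016 (1190, 826), 12, 3 and 10. Mul1 (log2 fold change −1.44, adjusted p 0.0126) passed under each of these. With the authors' p-values they were 2391 (1343, 1048), 15, 4 and 17, with Mul1 past it at −1.39 (0.000607); 802 of the 854 genes were among the 2391. The adjusted p of Mul1 ranged from 0.00202 to 0.0549 over the settings with a test of their own.

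A pseudocount of 0.1 gave 88 (65, 23), all of them among the 854, with 2 Figure 6A lower genes and 0 Complex I subunits past the threshold (19 subunits at an unadjusted p under 0.05). A pseudocount of 10 gave 1459 (779, 680), 734 of them shared, with 11 and 10, and Mul1 passed at −1.43 (0.0082). A filter on a mean of at least 10 removed 2 genes and gave 848. limma-trend gave 1869 (964, 905), with 12, 4 and 13, and Mul1 passed at −1.44 (0.00546).

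Rescaling by the median ratio over the deposited genes gave 1267 genes, 236 higher and 1031 lower (18.6% higher, against 69.2% with the values as deposited), with 13 Figure 6A lower genes past the threshold and Mul1 past it at −2.10 (0.00888); this scaling shifts the median of the table by −0.66. Rescaling by the total of the deposited genes gave 1343 genes, 619 higher and 724 lower (46.1% higher), with 11 Figure 6A lower genes, and shifts the median by −0.30. On these scales, shift included, the log2 fold change of Scd1 was −4.14 and −3.78. Both rescalings rest on selected genes. Rescaling by the total without the mitochondrial genome, added after the data were seen, gave 880 genes, 709 higher and 171 lower (80.6% higher). Adjustment over the 15426 genes the authors tested, also added after the data were seen, gave 19 genes (14 higher, 5 lower) with the genes outside the table counted as having larger p-values.

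Across the 6 fits that each left out one library, the count ranged from 10 to 2673 genes, higher genes from 9 to 1595 and lower genes from 1 to 1078. Without Mul1(+/+) replicates 1, 2 and 3 it was 25, 13 and 46, and without Mul1(−/−) replicates 1, 2 and 3 it was 631, 10 and 2673. Across genes, Mul1(−/−) replicate 3 correlated at 0.903 and 0.904 with the other Mul1(−/−) libraries, which correlated with each other at 0.951. Figure 6A lower genes past the threshold ranged from 0 to 11 (9 to 15 at an unadjusted p under 0.05), higher genes from 0 to 4 (3 to 4) and Complex I subunits from 0 to 18 (11 to 24). Scd1 ranged from −3.84 to −3.28 and Mul1 from −1.71 to −1.28, with Mul1 past the threshold without Mul1(−/−) replicate 3. Scd1 was no longer past it without Mul1(+/+) replicate 1 or Mul1(−/−) replicate 2.

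With the replicate number as a block, 0 genes passed (0 higher, 0 lower, 0 of the Figure 6A lower genes, 0 of the higher genes and 0 Complex I subunits), the smallest adjusted p being 0.0136; 3280 genes had an adjusted p under 0.05 and 3314 an unadjusted one, among them 15, 4 and 19 of the listed genes. Scd1 stayed at −3.48 (adjusted p 0.0159). Neither the paper nor the sample labels say whether the replicate numbers pair the mice. The deviations of same-numbered libraries from their group means correlated at 0.02, 0.35 and 0.05. These values do not decide it, since the 3 deviations of a group sum to 0 and the correlations are tied to each other.

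The number of lists with an adjusted p under 0.05, 6, and the number of Complex I subunits that were higher, 24, stayed as they were under each of these settings, which follows from the unchanged directions. Among the 6 is the list of Figure 6A lower genes, which the study chose on these libraries, so its split was fixed in advance. With the assembly factors included, 28 genes were higher. Of the 37 genes named one by one besides Scd1 and Mul1, 20 were no longer past the threshold with the replicate number as a block. The number was 14 without Mul1(+/+) replicate 2, 14 without Mul1(−/−) replicate 2, 13 without Mul1(+/+) replicate 1 and 10 with a pseudocount of 0.1. With the adjusted p limit of 0.05 and the fold change limit, 16 more passed. TMM factors and a count test with DESeq2 were planned but not run. Reads at or under the floor limit 5 of the largest changes to lower bounds.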

Differences from the paper's values

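The paper's text gives about 5000 differentially regulated genes, and 854 genes of the deposited table passed the threshold of the paper's methods in limma's test. Of the alternatives set before the data were examined, an adjusted p limit of 0.05 with the fold change limit (3380 genes) and without it (3412 genes) came within 1.5 times the paper's count. The p limit of 0.027 that the text gives, taken here as a limit on limma's unadjusted p-values, did not (3104 genes). Nor did the unadjusted p limit of 0.01 (2016) or the adjusted p limit of 0.01 without a fold change limit (854). The authors' own p-values at the threshold of the methods (2391), pseudocounts of 0.1 (88) and 10 (1459) and the filter on the mean (848) did not either. The same holds for both rescalings (1267 and 1343), limma-trend (1869), the replicate block (0) and leaving out each library (10 to 2673). By the authors' own unadjusted p-values, which reach at most 0.0133 in the table, all 3542 genes lie under 0.027. The table holds 3542 genes, so no count taken from it can reach the paper's. The authors' p-values and adjusted p-values imply 4114 genes at or under the table's largest adjusted p, 0.05, among all genes tested. That number has no fold change limit, and it is closer to the paper's count than the others but still below it.

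The paper states that NDUFAB1, NDUFS6 and NDUFS4 were upregulated. All 3 were higher here, with log2 fold changes of 0.96, 1.25 and 1.35, and none passed the threshold of the methods (adjusted p = 0.0448, 0.0181 and 0.0146 from limma). Ndufs4 and Ndufs6 pass with the adjusted p limit of 0.05 with or without the fold change limit, the unadjusted p limit of 0.027, the authors' own p-values, limma-trend, and without Mul1(−/−) replicate 3, and Ndufs4 also with the unadjusted p limit of 0.01 and with a pseudocount of 10. Ndufab1 passes only with the adjusted p limit of 0.05 without a fold change limit; the authors' adjusted p for it is 0.0207. Figure 6A labels a gene NDUFB1 where the text names NDUFAB1, and Ndufb1 was not analysed here.

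Figure 6A shows as differentially expressed 8 lower genes that did not pass here, among them Acaca and Srebf1. All 8 were lower, and all 8 pass with the adjusted p limit of 0.05 with or without the fold change limit, with the unadjusted p limit of 0.027 and with the authors' own p-values. Some of the 8 also pass with the unadjusted p limit of 0.01 with the fold change limit (12 of the 15 genes pass), a pseudocount of 10 (11), rescaling by the median ratio (13) or by the total (11), limma-trend (12) and without Mul1(−/−) replicate 3 (11).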

Other observations

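All 27 genes of the mitochondrial genome in the table were higher in Mul1(−/−) HFD-liver, with a median log2 fold change of 1.65. Their share of the table's reads was 13.4%, 10.7% and 12.5% in Mul1(+/+) replicates 1 to 3 and 49.4%, 22.8% and 15.4% in Mul1(−/−) replicates 1 to 3, and mt-Co1 alone took 27.4% in Mul1(−/−) replicate 1. The median difference from the Mul1(+/+) mean was 2.89, 1.71 and 0.31 in Mul1(−/−) replicates 1 to 3. The rise cannot be told apart from one carried by single libraries: without Mul1(−/−) replicate 1 the median fell to 1.09, which lies between the limits set for the test. The share of mitochondrial RNA in a liver sample may also change with how the tissue was handled, which was not tested, and an effect of genotype stays open.

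Mul1(+/+) replicate 2 lay towards the Mul1(−/−) libraries. Across the 3542 genes, which are not independent replicates, its difference from the other Mul1(+/+) libraries had a Spearman's rho of 0.45 with the difference between the genotypes, against −0.29 and −0.24 for Mul1(+/+) replicates 1 and 3. The 3 differences of a gene sum to 0, so these values are tied to each other. In Mul1(+/+) replicate 2 the ribosomal protein genes were 0.56, the nuclear Complex I genes 0.57 and the non-coding genes 0.25 (median, log2) above the other Mul1(+/+) libraries. The mitochondrial genome genes went the other way, with a median of −0.36 against a rise in Mul1(−/−). The library's log2 difference had a rho of −0.50 with transcript length, against −0.31, −0.36 and −0.47 for Mul1(−/−) replicates 1 to 3. With 3 animals per genotype, a difference between libraries that needs no genotype, such as RNA quality or library preparation, cannot be told apart from the spread between single animals (rho 0.449), and whether it adds to the difference between the groups stays open. Mul1 itself was not lower in Mul1(+/+) replicate 2 (3232 normalized counts), so an exchanged label is argued against.

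Scaling of the libraries as the cause of the fall of Scd1 is argued against, since its log2 fold change was −3.44 or lower under each rescaling. For the split of the fatty acid synthesis genes, whose median transcript length of 2266 nucleotides lies near the middle of the protein-coding genes, matching did not decide: 1.25% of lists matched on length and 7.05% of lists matched on length and mean value held as few higher genes, so this split cannot be told apart from one that follows length and expression. For the fatty acid oxidation genes length as the whole cause is argued against, at 0.57% and 0.02%.

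Transcripts of bile duct cells (6 of 8 listed, from Krt7 at 1.13 to Epcam at 2.19; Spp1, the most abundant, from 1303 to 4084 normalized counts) and of stellate cells (4 of 12 listed, median 1.59; Dcn from 3959 to 13712) were higher in Mul1(−/−) HFD-liver, as were the 2 of 14 listed for Kupffer cells (median 1.34; Lyz2 from 2897 to 6852). None of these 12 genes is in another list, and all have reads in Mul1(+/+) HFD-liver. The 3 of 10 listed endothelial cell transcripts in the table fell, with a median log2 fold change of −1.08, where a lower share of hepatocytes alone would raise them. A lower share of hepatocytes stays open all the same, since 3 selected endothelial transcripts can fall for a reason of their own. A change in bile duct or stellate cells themselves stays open, and the lists' adjusted p-values were 0.102, 0.228 and 0.548, so none passed 0.05.

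Asns, the gene with rank 2 in the authors' table by p-value, had a log2 fold change of 4.52 (standard error 0.43, adjusted p = 0.000317 from limma). Together with Nupr1 and Fgf21, which had been seen too, it was the reason to list ATF4 targets, of which 6 were higher and 3 lower of 9 in the table (33 listed). Of the targets that had not prompted the list, 3 were lower (Aldh1l2, Ero1l and Shmt2) and 3 were higher (Psat1, Trib3 and Ddit3), which decides nothing, so an ATF4 response may or may not be present; lists matched on length held as many higher genes in 31.02% of draws, and lists matched on length and mean value in 42.2%.

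The remaining lists gave these splits of higher and lower genes. PPAR-alpha targets had 1 higher and 5 lower, sterol synthesis 1 and 2, lipid droplet proteins 0 and 4, autophagy genes 0 and 4, pericentral hepatocyte genes 1 and 3, periportal ones 0 and 2, adipocyte transcripts 0 and 2, red blood cell transcripts 0 and 1, male-biased liver genes 3 and 3, female-biased liver genes 2 and 4, and strain-dependent transcripts 2 and 0. Other genes the paper names had 0 higher and 5 lower, among them Gapdh (log2 fold change −1.09) and Rnf185 (−1.18). None of these passed an adjusted p of 0.05. Lists of Y-linked genes, of the inactive X transcript and of pancreas transcripts had 0 genes in the table.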
